# TPR is required for the efficient nuclear export of mRNAs and lncRNAs from short and intron-poor genes

**DOI:** 10.1093/nar/gkaa919

**Published:** 2020-10-22

**Authors:** Eliza S Lee, Eric J Wolf, Sean S J Ihn, Harrison W Smith, Andrew Emili, Alexander F Palazzo

## Abstract

While splicing has been shown to enhance nuclear export, it has remained unclear whether mRNAs generated from intronless genes use specific machinery to promote their export. Here, we investigate the role of the major nuclear pore basket protein, TPR, in regulating mRNA and lncRNA nuclear export in human cells. By sequencing mRNA from the nucleus and cytosol of control and TPR-depleted cells, we provide evidence that TPR is required for the efficient nuclear export of mRNAs and lncRNAs that are generated from short transcripts that tend to have few introns, and we validate this with reporter constructs. Moreover, in TPR-depleted cells reporter mRNAs generated from short transcripts accumulate in nuclear speckles and are bound to Nxf1. These observations suggest that TPR acts downstream of Nxf1 recruitment and may allow mRNAs to leave nuclear speckles and properly dock with the nuclear pore. In summary, our study provides one of the first examples of a factor that is specifically required for the nuclear export of intronless and intron-poor mRNAs and lncRNAs.

## INTRODUCTION

In eukaryotes, mRNA synthesis and processing occurs in the nucleus, while mRNA translation is restricted to the cytoplasm. This subcellular division ensures that only fully processed mRNAs are translated. To accomplish this, mature mRNAs must be recognized and targeted for nuclear export, while pre-mRNAs that have not yet completed splicing must be retained in the nucleus. In addition, cryptic transcripts and misprocessed mRNAs must be nuclear retained and/or degraded.

One of the key components that promote nuclear mRNA export is the Transcription-Export (TREX) complex, which consists of the THOC sub-complex, the mRNA export adaptor Aly (also known as Alyref or REF) and the RNA helicase UAP56 (1–4). This complex is loaded on mRNA and in turn recruits the heterodimeric Nxf1/Nxt1 nuclear transport receptor (also known as TAP/p15) to the mRNA, which helps to ferry it across the nuclear pore (5–9). In addition, a second complex, TREX2, found at the nuclear pore, has also been implicated in mRNA export, although its exact role remains unclear (10–17).

Previously, it was thought that pre-mRNA splicing was a pre-requisite for efficient nuclear mRNA export in metazoans (18,19). Indeed, splicing has been shown to recruit certain TREX components, such as UAP56, to the messenger ribonucleoprotein (mRNP) complex (2,20,21). Nonetheless, TREX components have also been shown to be efficiently loaded onto mRNAs even in the absence of splicing (22–26). TREX may be recruited by RNA polymerase II in a co-transcriptional manner (1), by the nuclear cap-binding complex (27), by exon-splicing elements (28) and by the 3′ cleavage and polyadenylation machinery (29). As such, TREX components are required for the export of non-spliced mRNAs (22–24,28,30). In particular cases where splicing enhances nuclear export, it does so by overriding the activity nuclear retention signals (25), although the exact mechanism for how it does so remains unclear. In addition, it has been reported that additional factors are required for the export of naturally intronless mRNAs (31,32), but to date the role of these factors has not been investigated on a transcriptome-wide scale. Other mRNA features, such as mRNA length may also influence how an mRNA is exported from the nucleus. For example, very short mRNAs (less than 200 nucleotides) do not efficiently recruit the TREX-component Aly and instead are exported by alternative pathways (22,33).

TPR, one of the main components of the nuclear pore basket (34), helps to tether the TREX2 complex to the nucleoplasmic side of the pore (11,14,35). Specifically, TPR interacts with the TREX2 component GANP, which is required for the export of both intronless and spliced mRNAs (14,17,36). Additionally, TPR inhibition by antibody injections, TPR-depletion by RNAi, and overexpression of TPR and TPR fragments, resulted in the nuclear accumulation of poly(A)-RNA – suggesting a role in nuclear mRNA export (11,37,38). Moreover, the yeast homologues of TPR, Mlp1/2, interact with the TREX component protein Aly and the poly(A)-binding protein Nab2 (39–42), which has been implicated in mRNA export in yeast. This interaction may promote the docking of mRNP complexes with the nucleoplasmic face of the yeast nuclear pore (43,44). TREX-Mlp1/2 interactions and mRNP docking could facilitate the exchange of proteins in the mRNP to prepare it for nuclear export (45). Whether TPR associates with TREX components or regulates mRNP remodelling in mammalian cells remains unclear. Since a sizeable fraction of NPC-associated components exist freely in the nucleoplasm, where they are bound to chromatin and regulate gene expression (46–49), it is also possible that soluble TPR may have additional roles in regulating mRNPs even before they reach the nuclear pore.

TPR has also been reported to be required for the nuclear retention of mRNAs with retained introns. In particular, it was seen that TPR-depletion result in an increase of the expression of proteins derived from late HIV transcripts that contain unspliced introns (50,51). In yeast, deletion of the TPR homologues, Mlp1/2, also led to increased protein expression of an intron-containing reporter mRNA, suggesting again that TPR is required for nuclear retention of such transcripts (52–55). Together this data suggested that TPR may be involved in recognizing and retaining improperly processed mRNAs that still contain introns. Importantly, these studies have examined protein expression from reporters and never directly observed whether the cytoplasmic/nuclear distribution of these mRNAs was altered. It is likely that mRNAs with retained introns are targeted for nuclear retention by virtue of the fact that they contain intact 5′ splice site (5′SS) motifs (26,56). Indeed, we previously demonstrated that reporter mRNAs that retain 5′SS motifs in the mature mRNA are nuclear retained and accumulate in nuclear speckles (26). Whether TPR regulates the nuclear retention of these reporters has yet to be directly tested.

Here, we show that the nuclear basket protein TPR does not promote the nuclear retention of 5′SS motif containing RNAs, but instead is required for the efficient nuclear export of mRNAs and lncRNAs that are generated from short transcripts, which typically contain few to no introns. By increasing the length of the transcript (usually by increasing number of introns), their export becomes increasingly independent of TPR. In TPR-depleted cells, nuclear retained mRNAs accumulate in nuclear speckles and are targeted for decay even though they have recruited Nxf1. Our results indicate that TPR acts at a late step in the mRNA export pathway and may facilitate the passage of certain mRNAs out of nuclear speckles and through the nuclear pore.

## MATERIALS AND METHODS

### Plasmids constructs, primers and antibodies

Most *ftz* and *βG* reporter constructs in pcDNA3.0 were described as previously (24–26,30). To generate 5′SS-5′-ftz-Δi reporter plasmid, we inserted the consensus 5′SS motif sequence [AAGGTAAGC] into the 5′ end of our *ftz* reporter using the primer sequences F’ 5′-TCA CAA CAG CCG GGA CAA CAC CCG CTT ACC TTC ATG GTG GCG GCG TCG ACA AG-3′ and R’ 5′-TCA CAA CAG CCG GGA CAA CAC CC-3′. To generate the *βG-ftz-2i* reporter plasmid, we amplified the region spanning *βG* exon 1, 2 and the *ftz* intron within the *βG-ftz-intron-EJ1* reporter plasmid using the primer sequence 1F’ 5′-GGT ACC GCC GCC ACC ATG GAA C-3′ and 1R’ 5′-CCT GAA GTT CTC AGG ATC CAC GTG CAG CTT G-3′. We amplified a similar fragment of the *βG-ftz-intron-EJ2*, except we amplified exons 2, 3 and the *ftz* intron using these primer sequences 2F’ 5′-CTG CTG GTG GTC TAC CCT TGG ACC CAG-3′ and 2R’ 5′-CTC GAG CGG CCG CCA GTG TG-3′. For details on *βG-ftz-intron-EJ1* and *βG-ftz-intron-EJ2*, see reference 25. PCR products from both reactions were run on a gel and gel purified (Geneaid Gel purification kit). Next, the PCR products were combined together in equimolar ratios and allowed to hybridize for 10 PCR cycles before adding primers 1F’ and 2R’ to amplify the entire fragment for 25 cycles. The *βG-ftz-2i* was run on a gel and gel purified as above and inserted into the pJET1.2 vector according to the manufacturer's instructions (Thermoscientific). The *βG-ftz-2i* insert was subcloned into pcDNA3.0 using the HindIII and XhoI as described for *c-ftz-Δi* reporter plasmids.

Antibodies used in this study were a mouse monoclonal TPR-specific antibody (Abcam, ab58344) or a rabbit polyclonal TPR antibody (Abcam, ab70610), Nxf1 (rabbit, 53H8, Santa Cruz, sc32319), UAP56 (rat monoclonal (57)), mAb414 (mouse, Abcam, ab24609), tubulin (rat, YL1/2, Invitrogen, MA1-80017), Aly (rabbit polyclonal (2)), Trap-α (rabbit polyclonal (58)), FLAG (mouse monoclonal, Sigma), histone H3 (rabbit polyclonal, Santa Cruz, sc-10809) and histone H2A.Z (rabbit, Millipore, 07-594). All antibodies were diluted 1:1000 for western blotting and 1:100 to 1:250 for immunofluorescence microscopy.

### Cell culture, DNA transfection experiments and Lentiviral delivered shRNA protein depletion

U2OS and HEK293T cells were grown in DMEM media (Wisent) supplemented with 10% fetal bovine serum (FBS) (Wisent) and 5% penicillin/streptomycin (Wisent). DNA transfection experiments were performed as previously described (26).

The Flp-In T-Rex system (Invitrogen) was used to generate the FLAG-TPR and FLAG-TPR-shR cell U2OS lines as previously described (59). The TPR gene was subcloned from FLAG-TPR pcDNA3.0 (Addgene plasmid # 60882) (60) to pcDNA5.0. To generate a shRNA resistant *FLAG-TPR* gene (*FLAG-TPR-shR*), we made synonymous mutations in the sequence targeted by shRNA TPR A (nucleotide 2480–2501) using the primer sequence F’ 5′-TCTGCAAACA ATTCAGGGAA TACTGGAAAG GAGTGAGACT GAGACGAA-3′ and R’ 5′-ACAAAGGCTT AGTAGCCAGA TAGAAAAACT G-3′. The Flp-In U2OS cell lines were generated according to manufacturer's instructions and selected using 5 μg/ml blasticidin and 200 μg/ml hygromycin for 3 weeks until individual colonies can be isolated. To induce the expression of FLAG-TPR and FLAG-TPR-shR, cells were treated for 48 h of 2 μg/ml doxycycline, and fixed and stained as described below.

The lentiviral delivered shRNA protein depletion was performed as previously described (24,25,61). Briefly, HEK293T were plated at 50% confluency on 60 mm dishes and transiently transfected with the gene specific shRNA pLKO.1 plasmid (Sigma), packaging plasmid (Δ8.9) and envelope (VSVG) vectors using Lipo293T DNA *in vitro* transfection reagent (SignaGen Laboratories) according to the manufacture's protocol. 48 h post-transfection, viruses were harvested from the media and added to U2OS cells pre-treated with 8 μg/ml hexadimethrine bromide. Cells were selected with 2 μg/ml puromycin media for at least 4 to 6 days. Western blotting was used to determine the efficiency of TPR depletion. The shRNAs constructs (Sigma) used in this study are as follows: ‘TPR A’ shRNA, TRCN0000060066 (5′-CCGGGCGATC TGAAACAGAA ACCAACTCGA GTTGGTTTCT GTTTCAGATC GCTTTTTG-3′) and ‘TPR D’ shRNA, TRCN0000060067 (5′-CCGGCGTAGG TACAAGACTC AATATCTCGA GATATTGAGT CTTGTACCTA CGTTTTTG-3′).

### Microinjection, fluorescent in situ hybridization (FISH) staining, immunostaining and nuclear speckle Pearson correlation and enrichment quantifications

The DNA and RNA microinjection experiments, cell fixation, FISH and immunofluorescence staining, imaging and mRNA distribution analysis were performed as previously described (24–26,30,62,63). Briefly, for DNA injections, pcDNA3.0 plasmid containing the *ftz-Δi* reporter gene (26) was microinjected at 400 ng/μl with 70kDa Oregon Green Dextran (ThermoFisher). After allowing RNA synthesis to occur for 20 min at 37°C, further transcription was inhibited with 1 μg/ml α-amanitin and cells were incubated at 37°C for the indicated times. Cells were then fixed (4% paraformaldehyde in PBS), stained, and imaged. *MHC-ftz-Δi* mRNA was synthesized *in vitro* using HiScribe T7 High Yield RNA Synthesis Kit (New England Biolabs) with *MHC-ftz-Δi* in pcDNA3.0 (30) digested with XhoI as a template. The RNA was capped with Vaccinia Capping System (New England Biolabs) and polyadenylated with E. coli Poly(A) Polymerase (New England Biolabs) following the manufacturers’ protocol. RNA was microinjected at 600 ng/μl with 70 kDa Oregon Green Dextran. Injected cells were incubated at 37°C for the indicated times then fixed (4% paraformaldehyde in PBS), stained, and imaged. Alexa546-conjugated FISH probes and the staining procedure were described previously (24,30). SC35 immunostaining using mouse monoclonal anti-SC35 (Clone SC35, Sigma; 1:1500–1:2000 dilution) and secondary antibody conjugated to Alexa 647 (Molecular Probes) was performed as described previously (24).

The Pearson correlation quantification of mRNA in speckles was performed as previously described (24). Note that this quantification method has been validated with extensive controls—see reference 24, Figure 1D–G. For each experiment, the 10 brightest SC35-positive speckles per cell were analyzed and the totals from 15 to 20 cells were averaged. This analysis was repeated three times and the averages and standard errors between experiments were determined and graphed.

**Figure 1.**
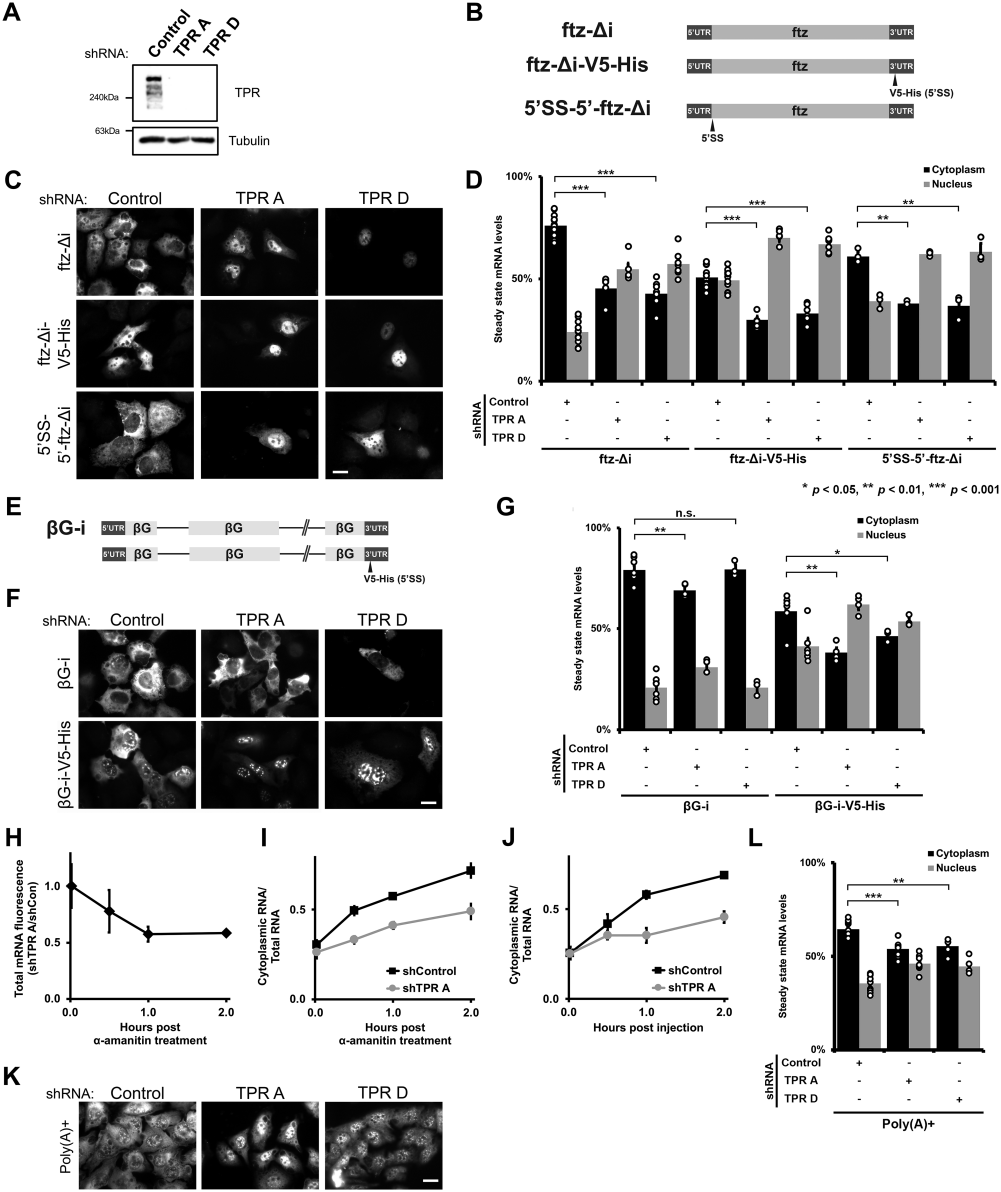
TPR is required for the cytoplasmic accumulation of certain reporter mRNAs but not the nuclear retention of 5′SS motif containing mRNAs. (**A**) U2OS cells were treated with two different lentiviral delivered shRNAs against TPR (‘TPR A’ and ‘TPR D’) or scrambled control. Lysates were collected after 96 h, separated by SDS-PAGE and immunoprobed for TPR or tubulin. (**B**) Schematic of the intronless *ftz* reporter construct used in this study, with and without the *V5-His* element in the 3′ UTR. The *V5-His* element contains the 5′SS motif which promotes nuclear retention. For *5*′*SS-5*′*-ftz-Δi*, the 5′SS motif was inserted into the 5′ end of the *ftz* reporter. (**C, D**) Control- or TPR-depleted cells were transfected with the intronless *ftz* reporter plasmid (±*V5-His*). 18–24 h later the cells were fixed and the mRNA was visualized by FISH. TPR depletion caused nuclear accumulation of the *ftz-Δi* mRNA, irrespective of the 5′SS motif. Representative images are shown in (**C**), scale bar = 10 μm, and quantification is shown in (**D**) with each bar representing the average and standard error of at least three independent experiments, each experiment consisting of at least 30 to 60 cells. Student t-test was performed for Figure 1D, G and L, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. (**E**) Schematic of the intron containing *βG-i* reporter mRNA, with and without the *V5-His* element. (**F, G**) Similar to (C, D), except that *βG-i* reporter plasmid was used. TPR depletion did not significantly affect the mRNA distribution of the *βG-i* reporter mRNA but increased the nuclear accumulation of *βG-i-V5-His* mRNA. Scale bar = 10 μm. Representative images are shown in (**F**), and quantification is shown in (**G**) with each bar representing the average and standard error of at least three independent experiments, each experiment consisting of at least 30 to 60 cells. (H, I) *ftz-Δi* plasmid was microinjected into the nuclei of Control- or TPR-depleted U2OS cells. After allowing mRNA synthesis for 20 min, cells were treated with α-amanitin and then incubated for various times to allowed for mRNA export. Cells were fixed, and mRNA was visualized by FISH. Each point is the average and standard error of at least five independent experiments, each of which consist of 30–45 cells. (**H**) To determine whether TPR-depletion promotes the degradation of newly synthesized mRNAs, the ratio of *ftz-Δi* signal in the control and TPR-depleted cells were plotted over time. Note that the relative level of *ftz-Δi* in TPR-depleted cells decreases over the first hour until about 60% of the mRNA remains, after which point the ratio is stable. (**I**) Cytoplasmic/total RNA ratio was quantified in control and TPR-depleted cells. (**J**) Cells were microinjected with *in vitro* synthesized *MHC-ftz-Δi* RNA, which was capped and polyadenylated, along with 70kDa Oregon Green Dextran to mark the injected compartment. The microinjected control- or TPR-depleted U2OS cells were fixed after various time points post injection. mRNA export was monitored in nuclear injected cells by FISH and the cytoplasmic/total distribution was quantified as in (I). Each point is the average and standard error of at least four independent experiments, each of which consists of 20–40 cells. (**K, L**) TPR depletion causes nuclear accumulation of poly(A)+ RNAs, as visualized by oligo-dT FISH staining, scale bar = 10 μm. Representative images are shown in (**K**), and quantification is shown in (**L**) with each bar representing the average and standard error of at least eight independent experiments for Control- or ‘TPR A’ depleted cells and four independent experiments for ‘TPR D’ depleted cells, each experiment consisting of at least 30 cells.

The nuclear speckle enrichment of *ftz* mRNA was performed as previously described (24). In brief, thresholds were drawn using the SC35 immunofluorescence channel and set so that 10% (±0.5%) of the nuclear area was selected per cell. The fluorescence intensity of RNA in the selected area, in the nucleus and in the entire cell were calculated.

### Stellaris single molecule (sm)FISH experiments

Stellaris smFISH experiments were performed as previously described (64) and following the manufacturer's protocol with a few modifications. Following fixation with 4% paraformaldehyde (Electron Microscopy Sciences), coverslips were methanol treated for 30 min in −20°C and rehydrated twice in 1X PBS, each time washing for 5 min. Cells were washed twice in 2× SSC buffer (150 mM NaCl, 15 mM NaCitrate, pH 7.1) with 10% formamide. 100 μl of hybridization probe (100 mg/ml dextran sulfate, 10–15% formamide, 2× SSC) containing 125 nM Stellaris probes (LGC Biosearch Technologies) was added to the coverslips and incubated for 48 h. Subsequently, the coverslips were washed three times with 2× SSC buffer with 10–15% formamide and mounted onto coverslips using DAPI Fluoromount-G stain mounting solution (Southern Biotech). Cells were imaged and quantified as previously described (64).

### RNA-IP experiments

The Nxf1/TAP RNA-IP experiments were performed exactly as previously described (25,26), except that TPR-depleted cells were transfected in normal DMEM media without puromycin. For the TPR-FLAG IP experiments, FLAG-TPR Flp-In U2OS cells were treated with 1 μg/ul doxycycline for 4 h, media was removed and subsequently co-transfected with reporter plasmids. Cells were harvested 18–24 h post-transfection and the RNA-IP experiments was performed using the same conditions as for the Nxf1/TAP RNA-IP. Superscript IV reverse transcriptase (Invitrogen) was used for Nxf1/TAP RNA-IP and TPR-FLAG IP. To access the efficiency of the TPR-FLAG IP, samples were separated on an SDS-PAGE gel and transferred onto a blot for immunoblotting.

### RNA Frac-Seq

2 × 150 mm dishes of U2OS cells at 60–80% confluency cells were depleted of TPR using shRNA ‘TPR A’ or ‘TPR D’ for 5 days. Cells were isolated by centrifugation at 800 *g*, washed with 1× PBS 3 times and 10% of cell volume was reserved as the ‘total RNA’ fraction. The remaining 90% was resuspended in 500 μl φ buffer [150 mM potassium acetate, 5 mM magnesium acetate, 20 mM HEPES pH 7.4, 1 mM sodium fluoride, 1 mM sodium orthovanadate, 25× protease inhibitor cocktail (Roche), 1:1000 dilution of SUPERase In™ RNase (Invitrogen) and 0.1% diethylpyrocarbonate]. 500 μl of φ buffer with 1% Triton X-100 (Thermoscientific) and 0.2% sodium deoxycholate was gently added to the resuspended cells and incubated on ice for 3 min. The mixture was centrifuged at 800 *g* for 5 min and the supernatant (the ‘cytoplasmic/ER fraction’) was removed and respun at 16 100 *g* for 5 min to clear any cell debris. The resulting supernatant was transferred to a new 15 ml falcon tube and 2ml of TRIZOL (Life Technologies) was immediately added. The cell pellet (the ‘nuclear fraction’) was resuspended with 500 μl of φ buffer, and 500 μl of φ buffer with detergents was added as before and spun at 800 *g* for 5 min. The supernatant was removed, the cell pellet was washed with 1 ml of φ buffer and was resuspended in 1 ml of φ buffer. Next, 2 ml of TRIZOL was added to the nuclear fraction, 400 μl of chloroform was added and the tube was thoroughly mixed and centrifuged at 12 500 *g* for 15 min. The top layer containing the RNA was removed, washed with chloroform and the RNA was next purified and washed according to manufacturer's instruction for the RNA PureLink column (ThermoFisher Scientific) column. The same RNA extraction procedure was repeated to extract RNA from the ‘total’ fraction. To monitor the purity of the cell lysate fractions, 50 μl of ‘cytoplasmic/ER’ and ‘nuclear’ fractions was denatured with 1X Laemmli Sample Buffer, separated by SDS-PAGE and probed for various compartment specific markers; Aly as the nuclear marker, Trap-α as the ER marker and tubulin as a cytosolic marker.

To prepare the sample for sequencing, 1 μg of DNase I-treated RNA (Ambion DNA-free DNA removal kit (Invitrogen)) was used. To prepare the RNA library, we followed the manufacturer's protocol for the NEBNext^®^ Ultra™ II Directional RNA Library Prep kit (NEB, E7765S) and poly(A) selected the RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490S). We used the NEBNext Multiplex Oligos for Illumina (Index Primers #1–#24) (NEB, E7335S and E7500S) as the unique index primers. RNA quality control was performed at all steps using BioAnalyzer and sequenced at the Donnelly Centre Sequencing facility at the University of Toronto using the Illumnia Hi-Seq500 platform.

### RNA Frac-Seq data processing and analysis

A Salmon index (65) was built from Gencode v.19 protein-coding and long non-coding transcript sequences (66). Fastq files corresponding to each biological replicate were pseudo-aligned to the Salmon index (command: quant –validateMappings). Gene abundances were calculated utilizing Tximport (67). Genes with a mean FPKM > 1 were considered for further analysis and genes from the mitochondrial genome were excluded. Gene-level fold changes in the nuclear to cytoplasmic ratio of TPR and control knockdowns were calculated utilizing DESeq2 (68) (with fold change shrinkage) and compared (formula: log_2_(Nuclear/Cytoplasmic)_TPR(A/D)_ – log_2_(Nuclear/Cytoplasmic)_Control_). Gene-level fold changes in nuclear proportions (formula: log_2_(Nuclear/Total)_TPR(A/D)_ - log_2_(Nuclear/Total)_Control_) and cytoplasmic proportions (formula: log_2_(Cytoplasmic/Total)_TPR(A/D)_ – log_2_(Cytoplasmic/Total)_CTRL_) between TPR and control knockdowns were calculated similarly utilizing DESeq2 (with fold change shrinkage) (68). TPR normalized counts for each biological replicate were calculated utilizing DESeq2 (plotCounts) (68).

Gene length, transcript length (exons-only), total number of exons per transcript, fraction intronic sequence (intronic sequence length per gene/gene length) and exon density (total number of exons per transcript/transcript length) of each transcript were calculated from Gencode v.19 annotation (66) for protein-coding and long non-coding RNA transcripts. A gene-level median of each metric was calculated.

For correlation analysis, spearman correlations of the gene-level median of each metric compared to the fold changes in the nuclear to cytoplasmic ratio between TPR and control knockdowns were calculated.

For length bin analysis, protein coding or long non-coding RNA encoding genes were divided into five bins based upon median pre-mRNA length (<10, 10–20, 20–30, 30–40, 40–50, >50 kb). Genes within each length bin were compared to fold changes in the nuclear to cytoplasmic ratio between TPR and control knockdowns.

For analysis of the total number of exons, multi-exonic genes were defined as genes with a median total number of exons greater than one and single exon genes were defined as genes with a median total number of exons exactly equal to one (unrounded). Multi-exonic and single exon genes were compared to fold changes in the nuclear to cytoplasmic ratio between TPR and control knockdowns. Analysis of genes in particular bins by the total number of exons was performed by rounding the median total number of exons per gene to the nearest integer, followed by comparison to fold changes in the nuclear to cytoplasmic ratio between TPR and control knockdowns. Histone and ribosomal gene annotation were derived from HGNC (69). Statistical analyses were performed utilizing Mann–Whitney–Wilcoxon tests with Bejamini–Hochberg adjustment for multiple comparisons.

## RESULTS

### TPR is not required for the nuclear retention of 5′SS motif containing mRNAs, but is required for the cytoplasmic accumulation of certain reporter mRNAs

Previously, we identified a *cis*-acting RNA element, the 5′SS motif, that inhibits mRNA nuclear export (26). Since TPR has been implicated in the nuclear retention of mRNAs with retained introns, which contain 5′ SS motifs, we examined whether TPR is required to retain reporter mRNAs with this element. We depleted TPR from U2OS cells using two lentiviral delivered shRNA (‘TPR A’ and ‘TPR D’; Figure 1A), and transiently transfected the *fushi tarazu* (*ftz*) reporter mini gene that either contains or lacks a ‘V5-His’ region (Figure 1B), which contains a 5′SS motif that inhibits nuclear export (26). In this case we used a version of the *ftz gene* that lacks an intron (*Δi*). We then visualized the reporter mRNA by fluorescence in situ hybridization (FISH) staining. Unexpectedly, we found that TPR-depletion did not inhibit the nuclear retention of the 5′SS motif-containing *ftz-Δi-V5-His* mRNA (Figure 1C, D, Supplementary Figure S1A). Instead, nuclear retention of this mRNA was enhanced (Figure 1C, D, Supplementary Figure S1A). We then moved the 5′SS motif closer to the 5′ end of the transcript, to more closely mimic where such motifs would be located in a transcript that fails to undergo splicing (Figure 1B). This reporter was only slightly retained in the nucleus (Figure 1C, D, Supplementary Figure S1A), possibly because the strength of the 5′SS is influenced by the surrounding sequence (26). Again, TPR-depletion only exacerbated nuclear retention (Figure 1C-D, Supplementary Figure S1A). Interestingly, the cytoplasmic accumulation of the *ftz* reporter that lacks a 5′SS motif (*ftz-Δi*) was also inhibited when TPR was depleted. Thus, TPR is required for the nuclear export of the intronless *ftz* reporter mRNA.

We next tested whether TPR-depletion affected the steady state RNA distribution of another reporter gene, *β-globin* (*βG*), with and without the V5-His region. Note that these constructs contain two introns (*βG-i*; Figure 1E). As was seen with *ftz*, TPR depletion did not inhibit, but rather enhanced, the nuclear retention of the V5-His-containing mRNA (*βG-i-V5-His*; Figure 1F-G, Supplementary Figure S1B). Surprisingly, in contrast to the *ftz* reporter, the distribution of *βG-i* was not significantly affected by TPR-depletion (Figure 1F, G, Supplementary Figure S1B).

We next tested if re-expression of TPR could rescue nuclear export of the *ftz-Δi* reporter. To achieve this, we expressed an shRNA resistant FLAG-tagged version of TPR (FLAG-TPR-shR) that was not repressed by the TPR A shRNA (Supplementary Figure S2A, B). Over-expression of this construct rescued the nuclear export of the *ftz-Δi* mRNA in cells treated with shRNA against endogenous TPR (Figure 2A, B). In contrast, expression of a control FLAG-tagged nuclear protein (FLAG-NLS-BirA*) had no effect on *ftz-Δi* mRNA export (Figure 2A, B). Next, we generated a Flp-In U2OS cell line where the FLAG-TPR-shR gene was inserted at an FRT-recombination site that typically allows for doxycycline-induced expression at near endogenous levels. Upon doxycyline treatment for 24 h, we observed that FLAG-TPR-shR is expressed in shRNA-treated cells at levels close to endogenous levels (Figure 2C) and can be observed at the nuclear rim (Supplementary Figure S2B) just like endogenous TPR (Supplementary Figure S2A). Similar to the overexpression experiment, we found that the induction of FLAG-TPR-shR expression rescued the export of the *ftz-Δi* reporter mRNA (Figure 2C, D), further demonstrating that the effects of shRNAs against TPR did not have off-target effects that impact mRNA export.

**Figure 2.**
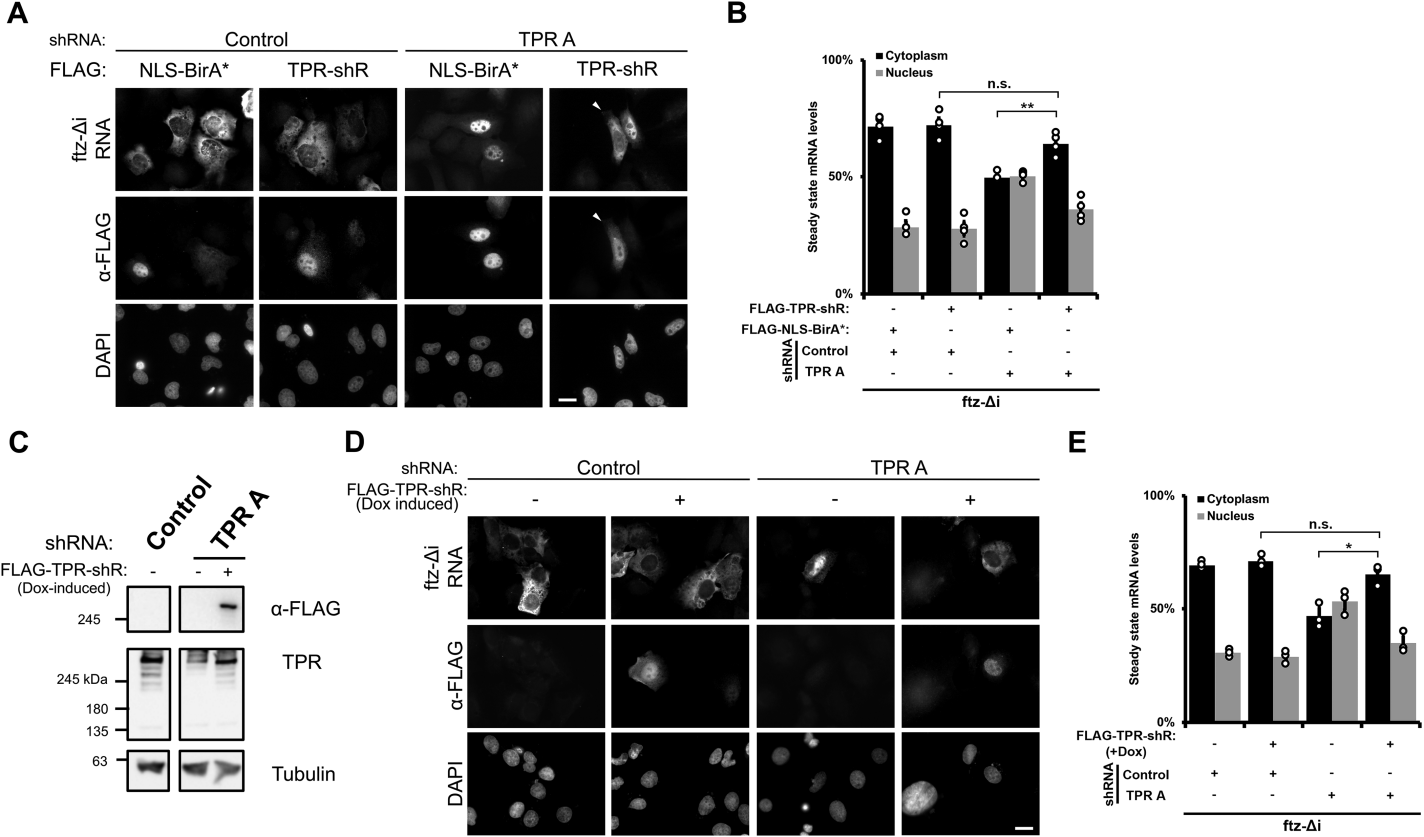
Re-expression of shRNA resistant FLAG-tagged TPR restores the cytoplasmic accumulation of TPR-sensitive reporter RNAs. (**A**, **B**) Cells were treated with either control or ‘TPR A’ shRNA and then co-transfected with *ftz-Δj* and either shRNA-resistant FLAG-tagged TPR (FLAG-TPR-shR) or FLAG-NLS-BirA*. Representative images show that re-expression of FLAG-TPR-shR restores the cytoplasmic accumulation of the *ftz* reporter RNA in TPR-depleted cells. RNA localization of the *ftz* reporter was only quantified in FLAG-positive cells, similar to Figure 1C with each bar representing the average and standard error for three independent experiments, each experiment consisting of at least 30 cells. Student t-test was performed in Figure 2B and D, *P < 0.05, **P < 0.01. (**C–E**) Flp-In U2OS cells that have an integrated shRNA-resistant FLAG-tagged *TPR* gene (*FLAG-TPR-shR*) were treated with control or ‘TPR A’ shRNA to deplete endogenous TPR and then treated with doxycycline for 24 h to express the integrated gene. (**C**) Immunoblots of the cells demonstrating the depletion of endogenous TPR and the doxycycline-induction of FLAG-TPR-shR expression. (**D**, **E**) Cells with and without doxycycline treatment were transfected with *ftz* reporter and the mRNA distribution was monitored by FISH. Quantification in (E) was carried out similar to (B).

From these results we conclude that although TPR is not required for the nuclear retention of mRNAs that have 5′SS motifs, it is required for the cytoplasmic accumulation of certain mRNAs.

### TPR depletion influences mRNA stability, and the rate of nuclear export

The cytoplasmic accumulation of mRNAs can be due to a variety of factors. To determine whether this was due to changes in mRNA decay and/or mRNA nuclear export, we monitored the fate of newly synthesized mRNAs. To generate a pulse of transcribed mRNA, we microinjected plasmids that contained the *ftz-Δi* reporter into control and TPR-depleted cells, which allows for the rapid production of a large number of mRNA molecules in a short period of time (62,63). After allowing expression for 20 min, we added α-amanitin to halt further transcription and then fixed cells at various time points and determined the amount of mRNA in the nucleus and cytoplasm by FISH.

When we compared the amount of FISH signal in the TPR-depleted versus the control-depleted cells we observed that ∼40% of the *ftz* mRNA signal was eliminated within the first hour after transcriptional shut-off, but afterwards the ratio remained relatively constant (Figure 1H). This observation is similar to what we observed with reporter mRNAs that contain nuclear retention elements (26). When the nuclear/cytosolic distribution of the mRNA at theses same time points were analyzed, we observed that the rate of mRNA nuclear export was greater in the control versus the TPR-depleted cells (Figure 1I). Note that past the 1 hr mark, most of the remaining *ftz* mRNAs had effectively evaded RNA decay, but were still not effectively exported and thus trapped in the nucleus.

To validate these findings, we next microinjected *in vitro* synthesized *ftz* mRNA. Note that this mRNA was capped and polyadenylated and contained a signal sequence coding region, which are all required for efficient export of microinjected mRNA in mammalian cells (24,30). We observed that this mRNA was well exported in control cells but nuclear retained in TPR-depleted cells (Figure 1J, Supplementary Figure S3).

From these experiments we conclude that TPR-depletion causes the destabilization and the nuclear retention of certain mRNAs.

### TPR is required for the efficient nuclear export of poly(A)-mRNA

Our results suggested that TPR-depletion should promote a general nuclear mRNA-retention phenotype. Indeed, two previous reports showed that TPR depletion lead to nuclear accumulation of poly(A) signal, suggesting that TPR is required for the nuclear export of a significant number of mRNAs (11,38). In agreement with this, we also found that depletion of TPR increased the nuclear accumulation of poly(A) staining (Figure 1K, L, Supplementary Figure S1C). Taken together, our results indicate that TPR likely regulates the nuclear export of many mRNAs.

### TPR regulates the nuclear export of a subset of endogenous mRNAs and lncRNAs but is not involved in the nuclear retention of unspliced mRNAs

Next, we determined which RNAs require TPR for their nuclear export on a global scale using RNA Fractionation Sequencing (RNA Frac-Seq; Figure 3A). 

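The libraries were made from U2OS cells, a human osteosarcoma line, 5 days into depletion with the shRNA TPR A or TPR D, and from cells with a control shRNA. Total, nuclear and cytoplasmic poly(A)+ RNA of 3 cultures per shRNA gave 27 libraries in 9 groups. The deposited values are FPKM of each gene, which the authors made with Salmon and Tximport. The analysed table holds no read counts, so the depth of each library is unknown and no counting error can be stated. The FPKM of a library summed to between 746466 and 2063355, and 22437 to 26118 genes were above 0. Scaling by the median ratio over the 18807 genes above 0 in every library gave all libraries the same factor, 1.01436, so the values had already been scaled in this way. The log2 of the scaled FPKM plus 0.5 was fitted with limma over all 27 libraries. The fit covered the 14611 genes with a mean FPKM over 1 outside the mitochondrial genome, of which 12381 give mRNAs and 1743 give lncRNAs. The N/C change of a gene is its log2 nuclear/cytoplasmic ratio in TPR-depleted cells minus that in control cells, and is positive where the RNA became more nuclear. It compares an RNA with the other RNAs of the same libraries and carries no absolute amount. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. Exon numbers and lengths are medians over the transcripts of a gene in Gencode v44lift37 on GRCh37, which holds a model for 32776 of the gene IDs. By their labels the libraries form a set of replicate 1 and a set of replicates 2 and 3. The set of replicate 1 holds 1 library per group and gives no test of its own, so only the values of replicates 2 and 3 stand beside those of all replicates.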

Briefly, we isolated nuclear and cytoplasmic/ER fractions from control- or TPR-depleted (shRNA 'TPR A’ or ‘TPR D’; Figure 3B, Supplementary Figure S4A) cells, then isolated and sequenced poly(A)+ selected RNAs. Each fraction was relatively free of cross contamination, as nuclear markers were well separated from cytosolic and ER-markers (Figure 3C). 

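RNA encoded in the mitochondrial genome, which lies in the cytoplasm, separated the fractions in 25 of the 27 libraries. It made up 26.5% to 37.9% of the summed FPKM in the 9 cytoplasmic libraries, and 15.8% to 24.7% in 8 of the 9 total libraries. In 8 of the 9 nuclear libraries it made up 0.774% to 2.42%. The library labelled control nuclear 2 held 21.8%, and the library labelled control total 2 held 0.738%. Across the tested genes, the log2 FPKM of the library labelled control total 2 correlated best with the mean of the nuclear libraries (r = 0.978, against 0.947 with the mean of the total libraries). That of the library labelled control nuclear 2 correlated best with the mean of the total libraries (r = 0.982, against 0.951 with the mean of the nuclear libraries). Genes are not independent replicates, so these correlations carry no p. MALAT1, a nuclear lncRNA, was at 83.6 FPKM in the library labelled control nuclear 2 and at 22.1 and 40.1 FPKM in control nuclear 1 and 3. In the library labelled control total 2 it was at 16.3 FPKM, against 82.1 and 122.2 FPKM in control total 1 and 3. In control cultures 1 and 3, MALAT1 was thus lower in nuclear than in total RNA, so it did not mark the nuclear fraction here. The cause was not tested. By this gene too, each of the 2 libraries lay nearer to the other fraction. The labels were kept as deposited, and values without these libraries are given where they change a result. Values of replicates 2 and 3 alone rest on control cultures 2 and 3, so they include both of these libraries.

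**Figure D1:**
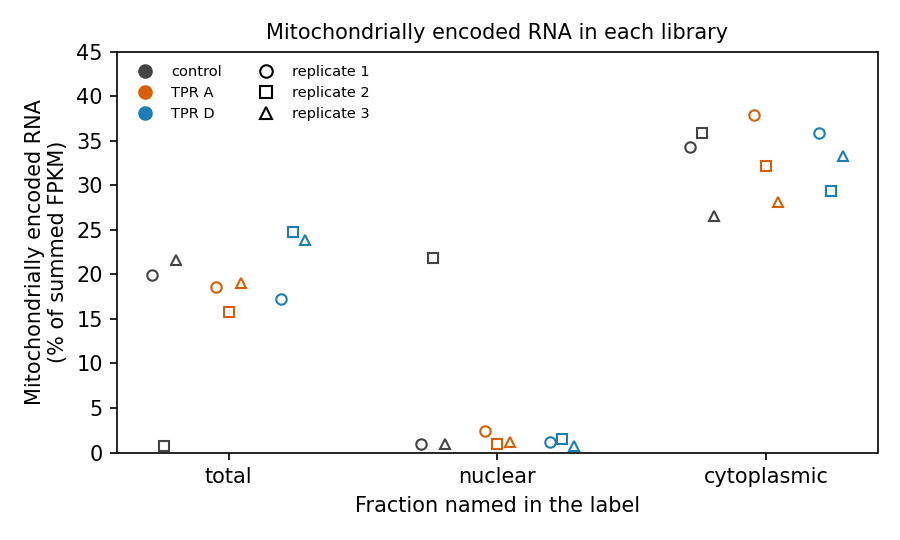
Share of mitochondrially encoded RNA in each of the 27 libraries, in percent of the summed FPKM, by the fraction in the label; colours give the shRNA and symbols the replicate. Control nuclear 2 lies at 21.8% and control total 2 at 0.738%, each among the values of the other fraction.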

To control for changes in the transcriptome observed following TPR depletion, we isolated a ‘total RNA’ fraction and used this dataset to normalize against changes observed for both nuclear and cytoplasmic fractions.

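TPR mRNA, which encodes the nuclear basket protein itself, fell by 2.53 on the log2 scale in total RNA with TPR A and by 2.42 with TPR D (standard error 0.25 each). It was at 26.4 ± 1.57 FPKM (SD, n = 3 cultures) in control cells, 4.17 ± 0.654 FPKM with TPR A and 4.66 ± 1.39 FPKM with TPR D. The gene lies on chromosome 1 of GRCh37 from 186280784 to 186344825. In all, 79 genes were higher and 63 were lower with TPR A, TPR included, and 46 were higher and 94 lower with TPR D. Of these, 19 were higher and 9 lower with both shRNAs. The adjusted p of TPR from limma was 1.15e-05 with TPR A and 2.79e-05 with TPR D, and with replicates 2 and 3 alone the change was -2.521 (adjusted p = 0.0325) and -2.154 (adjusted p = 0.0704). At an unadjusted p under 0.05, 1951 genes passed with TPR A and 2342 with TPR D, where chance gives 731. With TPR A, the complement genes C4B (log2 fold change -2.28, adjusted p = 0.0335) and C4A (-2.27, adjusted p = 0.0386), paralogs that share reads, were among the genes with the largest falls. So were TMEM158, a Ras-induced membrane protein (-1.96, adjusted p = 0.00955), and TMX3, a disulfide isomerase of the ER (-1.55, adjusted p = 0.0245). The largest rises with TPR A were in SYTL1, which acts in vesicle traffic (2.74, adjusted p = 0.0245), and in HMOX1, the heme oxygenase of the oxidative stress response (2.71, adjusted p = 0.000878). They were followed by the protease inhibitor SPINK6 (2.60, adjusted p = 0.00955), ODAPH of tooth enamel (2.59, adjusted p = 0.00955) and a gene without a symbol. With TPR D, the mitochondrial serine hydroxymethyltransferase SHMT2 (-2.43, adjusted p = 0.000585), the actin-binding LASP1 (-1.86, adjusted p = 0.000506), the cleavage factor CSTF2 (-1.71, adjusted p = 0.00478) and the vesicle protein SYT5 (-1.70, adjusted p = 0.0489) had the largest falls beside TPR. The small nucleolar RNA gene SNORD3B-2 (2.83, adjusted p = 0.00361), the lectin CLEC7A (2.26, adjusted p = 0.0114) and the transcription factor SNAI2 (1.93, adjusted p = 0.0394) rose, as did a pair of genes without a symbol. SNAI2 also rose with TPR A (1.94, adjusted p = 0.0428). Without the libraries labelled control nuclear 2 and control total 2, C4A was at -2.27 (adjusted p = 0.0734) and SYT5 at -1.73 (adjusted p = 0.122). CLEC7A was then at 1.85 (adjusted p = 0.0691) and SNAI2 at 1.515 and 1.503 (adjusted p = 0.254 and 0.229). All of these missed the threshold. C4A and SYT5 kept the size of their change, and CLEC7A and SNAI2 had smaller ones. Whether the smaller number of libraries cost the calls was not tested. Scaled to the sum of non-mitochondrial FPKM, TMX3 (-1.36), SYT5 (-1.71) and SNAI2 (2.15 and 2.15) did not pass the test.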

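The number of genes that passed in total RNA rested on few libraries. Over all libraries 142 genes were called with TPR A and 140 with TPR D. Once the libraries labelled control nuclear 2 and control total 2 are left out, 48 genes were called with TPR A, 34 of them among the 142, and 79 with TPR D, 60 of them among the 140. Replicates 2 and 3 alone gave 2 genes with TPR A and 0 with TPR D in limma, at 1239 and 1699 genes with an unadjusted p under 0.05. Leaving out a single library gave 62 genes with TPR A without control total 1, 25 without control total 2, 15 without TPR A total 1, 13 without TPR A total 2 and 53 without TPR A total 3. It gave 91 without TPR A nuclear 2 and 86 without TPR A cytoplasmic 1. With TPR D the count was 45 without control total 2, 65 without TPR D total 1 and 79 without TPR D total 3. The replicate numbers pair the control and TPR A total libraries, whose residuals correlated within each number at r = 0.212 to 0.356. With the replicate number as a term, 202 genes were higher and 192 lower with TPR A. Scaling to the sum of non-mitochondrial FPKM moved the median total RNA change of all genes from -0.06 to 0.13 with TPR A and from -0.08 to 0.13 with TPR D. With that scaling 119 genes were higher and 23 lower with TPR A, and 58 were higher and 26 lower with TPR D.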

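Among 21 lists of genes fixed beforehand, zinc finger genes were higher in total RNA after TPR depletion over all libraries. Genes of the cell cycle, the nuclear pore and the proteasome were lower. Without the libraries labelled control nuclear 2 and control total 2, the falls of S phase genes and proteasome subunits were small or absent. The median of 407 zinc finger genes was 0.32 with TPR A and 0.24 with TPR D, with 324 and 294 of them above 0. The median of 31 G2/M genes was -0.64 and -0.53, and that of 33 S phase genes -0.38 and -0.45. For 30 nuclear basket and pore genes it was -0.42 and -0.32, and for 36 proteasome subunits -0.31 and -0.35. Each of these medians passed camera with a preset correlation of 0.01 (largest adjusted p = 0.00695, for S phase genes with TPR A). With an estimated correlation only the zinc finger genes with TPR A passed (adjusted p = 0.0425; adjusted p = 0.287 with TPR D). The adjusted p with an estimated correlation was 0.343 and 0.688 for G2/M genes, 0.811 and 0.757 for S phase genes, 0.472 and 0.688 for pore genes, and 0.751 and 0.757 for proteasome subunits. Leaving out the libraries labelled control nuclear 2 and control total 2, the medians were -0.03 and -0.14 for S phase genes and 0.03 and -0.06 for proteasome subunits. They were -0.36 and -0.22 for G2/M genes (adjusted p = 1.3e-05 and 0.0711), -0.13 and -0.17 for pore genes and 0.26 and 0.16 for zinc finger genes. Single genes passed in few lists. Of the zinc finger genes 10 were higher with TPR A and 4 with TPR D (37 and 19 higher and 2 and 3 lower when adjusted over the list alone). ZNF625, of unknown function, rose with both (1.33, adjusted p = 0.0188; 1.58, adjusted p = 0.0035). TPR was the only pore gene called with TPR A, and TPR and the scaffold nucleoporin NUP160 (-0.91, adjusted p = 0.0186) were those called with TPR D; adjusted over the list alone 1 and 3 were lower. The call of NUP160 was lost without the libraries labelled control nuclear 2 and control total 2 (-0.79, adjusted p = 0.0751). The proteasome chaperone PSMD5 passed with TPR D (-0.84, adjusted p = 0.0489; -0.79, adjusted p = 0.137 without those libraries). No G2/M or S phase gene passed in limma over all genes, and 6 and 2 G2/M genes were lower when adjusted over the list alone, among them the mitotic kinase PLK1 (-1.16 with TPR A, adjusted p = 0.165 over all genes).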

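Of the lists that stand for stress, cell identity and foreign cells, only the p53 targets passed in total RNA, and with TPR A alone. The median of 23 p53 targets was 0.24 with TPR A (adjusted p = 0.00376 from camera; adjusted p = 0.551 with an estimated correlation) and -0.26 with TPR D (adjusted p = 0.348). The median change with TPR A and TPR D was -0.19 and -0.25 for 28 interferon-stimulated genes, and -0.08 and -0.28 for 21 genes of the unfolded protein and integrated stress response. It was -0.42 and -0.41 for 11 senescence-associated secreted factors, and -0.20 and -0.16 for 25 mRNA export factors. None of these lists passed camera with either shRNA. The 14 osteosarcoma and mesenchymal markers of the U2OS lineage had a median of 0.06 and -0.32, and did not pass. Of 5 markers of HEK293T cells, which made the lentivirus, 3 were tested, too few for a test of the list, with a median of -0.28 and -0.46. No gene of these lists passed limma over all genes; adjusted over the list alone, 1 interferon-stimulated gene and 2 mRNA export factors were lower and 1 HEK293T marker was higher with TPR D.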

**Figure 3.**
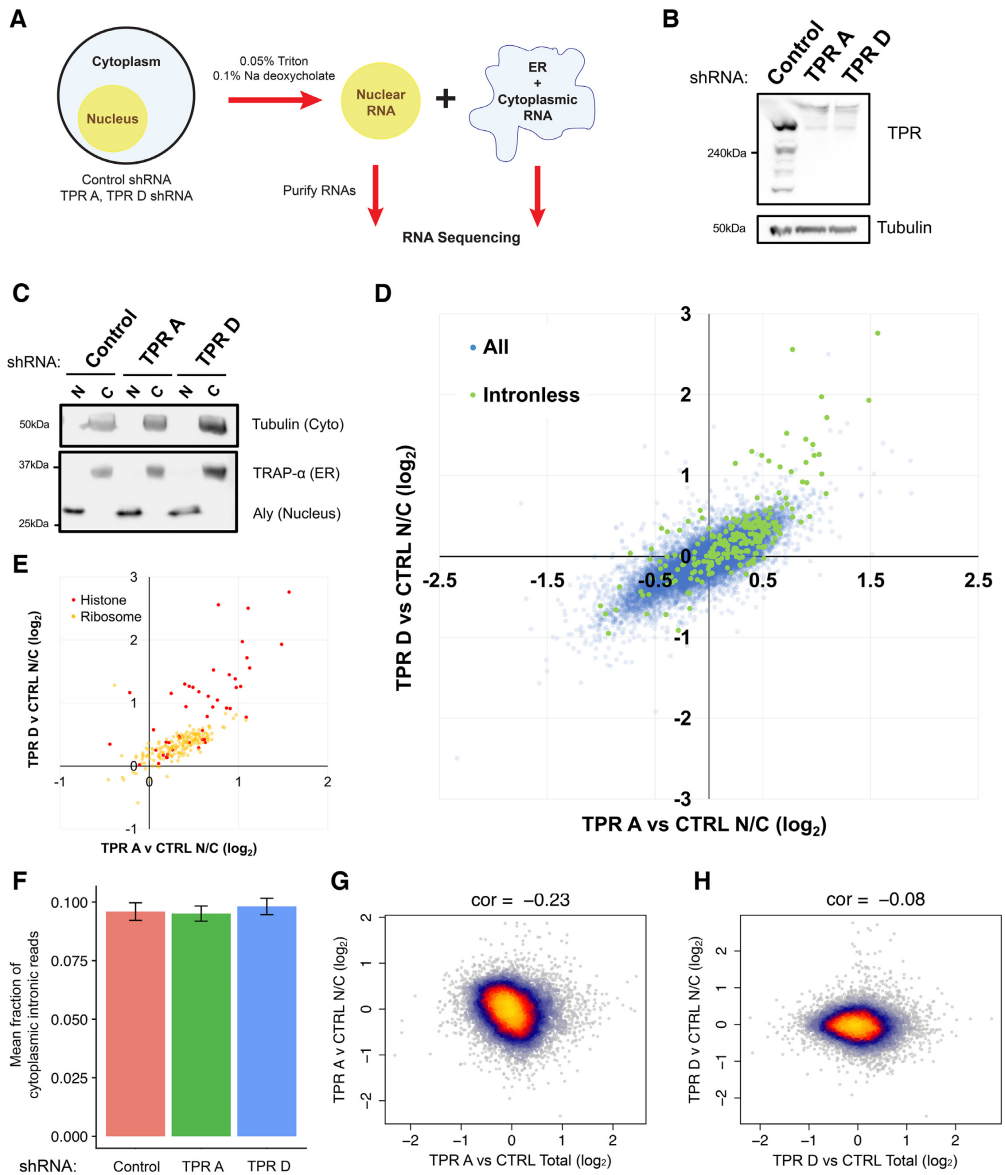
TPR-depletion inhibits the nuclear export of a subset of endogenous mRNAs. (**A**) Workflow for RNA Frac-Seq. Control- or TPR-depleted U2OS cells were fractionated into ‘nuclear’ and ‘ER/cytoplasmic’ fractions (see Material and Methods for more details). RNA from each fraction was purified and sent for RNA sequencing. (**B**) Immunoblot showing TPR-depletion for at least 96 h post-infection using two different lentiviral delivered shRNAs, ‘TPR A’ or ‘TPR D’. Tubulin is used as a loading control. (**C**) Immunoblot of nuclear ‘N’ or cytoplasmic ‘C’ fractions, probed with specific nuclear (Aly), ER (Trap-α) and cytoplasmic (Tubulin) protein markers. (**D, E**) Plot of the Log_2_ fold change of the nuclear/cytoplasmic ratio (TPR v CTRL N/C fold change) between TPR- and control-depleted cells for shRNA ‘TPR A’ (x-axis) or shRNA ‘TPR D’ (y-axis) for each mRNA. Positive values indicate an increase in the nuclear/cytoplasmic ratio in the TPR-depleted cells. All mRNA transcripts are shown in (**D**) with those transcribed from intronless genes (in green) being more nuclear enriched following TPR-depletion compared to those transcribed from other genes (in blue). Particular classes of mRNAs that have high nuclear enrichment upon TPR-depletion are shown in (**E**), including *histone* (in red) and *ribosomal* (in yellow) mRNAs. (**F**) Fraction of reads that map back to intronic regions of the genome are shown for cytoplasmic fractions from control and TPR-depleted cells. (**G, H**) Plot of the TPR-dependent changes in mRNA level (x-axis) versus TPR-dependent changes in nuclear export (TPR v CTRL N/C fold change) for shRNA ‘TPR A’ (**G**) or shRNA ‘TPR D’ (**H**) for each mRNA.

To determine which RNAs require TPR for their nuclear export, we calculated the fold change of the RNA isolated from the nuclear and cytosolic compartments. A direct comparison of the nuclear to cytosolic fold change for the TPR-depleted cells against control shows that a subset of RNAs became nuclear enriched upon TPR-depletion (positive fold change value) and this change largely correlated between the two shRNA-treatments (Figure 3D). 

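The N/C changes of mRNAs with TPR A and TPR D went together. Across 12381 mRNAs their Pearson r was 0.762 (Spearman rho 0.766), and 78.7% of the mRNAs had the same sign with both. The r was 0.708, 0.753 and 0.431 when computed within replicate 1, 2 and 3, and 0.62 over replicates 2 and 3. It was 0.701 without the libraries labelled control nuclear 2 and control total 2. Both changes are measured against the same 3 control cultures. In 100 simulations of groups without any change that share their controls, drawn from whole-library residuals, r ran from -0.552 to 0.884 with a median of 0.47. Where genes were drawn independently, r ran from 0.465 to 0.54 with a median of 0.499. The wider range therefore includes library-wide variation as well as the shared controls. Its nuclear and cytoplasmic libraries were drawn apart and with replacement, while those of a culture correlated in the data (r = 0.237 to 0.562). That can widen the range, so it does not decide how far shared controls account for the observed r. Genes are not independent replicates, so no p is given for r. At an unadjusted p under 0.05, 224 genes passed for the N/C change with TPR A (139 of them higher) and 134 with TPR D (92 of them higher), where chance gives 731. No gene differed between the shRNAs at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 48 passed, again fewer than the 731 of chance.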

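The 201 mRNAs of single-exon genes became more nuclear relative to other RNAs with both shRNAs. Their median N/C change was 0.33 with TPR A and 0.27 with TPR D, and 170 of the 201 lay above 0 in each case. In control cells their median log2 nuclear/cytoplasmic ratio was -0.06 ± 0.12 (SD, n = 3 cultures), against 0.28 ± 0.06 with TPR A and 0.22 ± 0.04 with TPR D. The median of 28 known single-exon genes outside the histone clusters, listed beforehand, was 0.39 and 0.35; in the gene models 21 of them have a median of 1 exon. Among them the transcription factor CEBPB, of 1 exon, was at 0.47 and 0.59, and the tight junction gene CLDN4 (0.81 and 0.54) and the immediate early gene IER2 (0.60 and 0.54) have a median of 2 exons there, none past limma's threshold. All 6 TPR-depleted cultures lay above every control culture for the single-exon mRNAs (exact permutation test, two-sided p = 0.0238, the smallest that 6 against 3 allow). That test takes all 6 as independent, though TPR A and TPR D cultures share replicate numbers. Permuted within replicate numbers, the exact p was 0.037, and 0.111 without number 2, each the smallest possible. Without control culture 2, which holds the library labelled control nuclear 2, all 6 lay above both other controls (exact permutation test, p = 0.0714, again the smallest possible). The list passed camera (adjusted p = 1.1e-10 and 3.86e-13), but not with an estimated correlation (adjusted p = 0.293 and 0.0833). Without the libraries labelled control nuclear 2 and control total 2 the medians were 0.24 and 0.16, and with replicates 2 and 3 alone 0.39 and 0.34. Without the replication-dependent histones they were 0.32 and 0.24. With no filter on low values, which brings in many weakly expressed genes, the medians were 0.0086 and 0.017. Scaled to the sum of non-mitochondrial FPKM they were 0.116 and 0.071. That scaling moved the median N/C change of all genes from 0.026 and 0.009 to -0.212 and -0.189. No single-exon mRNA passed limma on its own, and 0 with TPR A and 1 with TPR D passed when adjusted over the list alone. The known single-exon genes likewise passed camera (adjusted p = 1.49e-05 and 1.13e-05), and not with an estimated correlation (adjusted p = 0.321 and 0.208). In total RNA these 28 genes had medians of 0.10 and 0.22. Of them the transcription factors JUN (1.27, adjusted p = 0.0192) and POU3F2 (0.86, adjusted p = 0.0428) rose with TPR A, and POU3F2 lost its call without those libraries (0.72, adjusted p = 0.213). Adjusted over the list alone, 6 were higher and 1 was lower with TPR A and 2 were higher with TPR D.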

Upon a cursory inspection, we observed that many mRNAs transcribed from naturally intronless genes became nuclear retained upon TPR-depletion (Figure 3D, green data points). In particular, *histone* mRNAs, which are mostly intronless, were the most affected by TPR-depletion (Figure 3E, red data points). 

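Replication-dependent histone mRNAs had the highest median N/C change of the 21 lists with TPR D, and were second to the subunits of oxidative phosphorylation with TPR A. That order with TPR A did not hold within replicate numbers 1 and 3, and number 2 holds the library labelled control nuclear 2. Within numbers 1, 2 and 3, histones were above control by 0.778, 0.873 and 0.416 with TPR A, and oxidative phosphorylation by 0.617, 0.932 and 0.24. The median N/C change of the histones was 0.57 with TPR A, where 21 of 22 lay above 0, and 1.04 with TPR D, where all 22 did. The median log2 nuclear/cytoplasmic ratio was -0.54 ± 0.18 (SD, n = 3 cultures) in control cells, 0.15 ± 0.12 with TPR A and 0.46 ± 0.62 with TPR D. Core and linker histones were both among the highest values. The linker histone gene H1-4 was at 1.53 with TPR A and 1.85 with TPR D, and the core histone gene H3C4 by 1.45 and 1.91. The core histone gene H4C8 was at 1.08 and 2.38. None of these genes passed limma on its own (adjusted p of 0.986 and 1.0), and 0 with TPR A and 2 with TPR D passed when adjusted over the list alone. Every TPR-depleted culture lay above every control culture (exact permutation test, two-sided p = 0.0238, the smallest possible). Within replicate numbers the exact permutation p was 0.037, and 0.111 without number 2, each the smallest possible. The list passed camera with both shRNAs (adjusted p = 2.1e-05 and 3.26e-18), but not with an estimated correlation (adjusted p = 0.563 and 0.0517). With replicates 2 and 3 alone the medians were 0.44 and 0.60, and without the libraries labelled control nuclear 2 and control total 2 they were 0.50 and 0.88. The 10 replication-independent histone genes, whose mRNAs carry poly(A) tails, had smaller medians of 0.27 and 0.29 (adjusted p = 0.0103 and 0.00725 from camera). With an estimated correlation their adjusted p was 0.563 and 0.397. Of the 33 replication-dependent genes in the table, 22 reached a mean FPKM over 1; their mRNAs mostly lack poly(A) tails and the libraries were poly(A)-selected.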

Although *histone* mRNAs undergo unique processing events, these mRNAs require TREX for their export (29,70). Another class of mRNAs that were affected by TPR-depletion were those that encode ribosomal proteins (Figure 3E, yellow data points). 

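mRNAs of cytosolic and mitochondrial ribosomal proteins also became more nuclear relative to other RNAs. The median N/C change of 79 cytosolic ribosomal protein genes was 0.47 with TPR A and 0.48 with TPR D, with 77 and 79 of them above 0. The median of 77 mitochondrial ribosomal protein genes was 0.45 and 0.34, with 70 and 76 above 0. Among the largest changes were those of RPS29 (1.14 and 1.00) and RPL38 (0.98 and 0.98) of the cytosolic ribosome and of MRPL52 (1.12 and 0.99) of the mitochondrial ribosome. In control cells the median log2 nuclear/cytoplasmic ratio of the cytosolic genes was -1.48 ± 0.29 (SD, n = 3 cultures), against -0.999 ± 0.452 with TPR A and -0.995 ± 0.467 with TPR D. For the mitochondrial genes it was -0.71 ± 0.28, -0.26 ± 0.14 and -0.33 ± 0.18. The difference of the cultures did not pass for the cytosolic genes (exact permutation test, two-sided p = 0.0952). It did for the mitochondrial genes (p = 0.0238 from the same exact test). Permuted within replicate numbers, the exact p was 0.037 for both, the smallest possible. Both lists passed camera (largest adjusted p = 3.06e-10), and neither did with an estimated correlation (adjusted p = 0.629 with TPR A and 0.397 with TPR D for each list). No member passed limma on its own, over all genes or adjusted over the list alone. Over replicates 2 and 3 alone the medians were 0.39 and 0.41 for the cytosolic and 0.44 and 0.34 for the mitochondrial genes. Once the libraries labelled control nuclear 2 and control total 2 are left out they were 0.41 and 0.41, and 0.34 and 0.28. Quantile normalization gave 0.111 and 0.1 for the cytosolic and 0.259 and 0.254 for the mitochondrial genes, and scaling to the sum of non-mitochondrial FPKM gave 0.201 and 0.261, and 0.185 and 0.127. With that scaling the median N/C change of all genes was -0.212 and -0.189, against 0.026 and 0.009 in the main fit. Within replicate number 3, the cytosolic genes were above control by 0.073 and 0.068, against 0.633 to 0.748 in numbers 1 and 2.

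**Figure D2:**
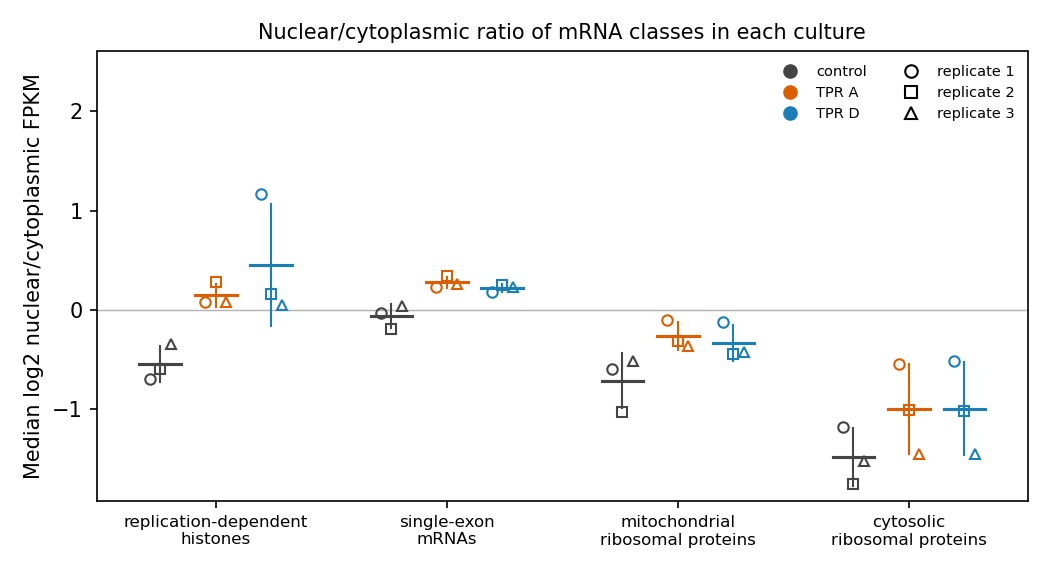
Median log2 ratio of nuclear to cytoplasmic FPKM over the genes of 4 classes in each culture; points are cultures, horizontal bars means and vertical bars SD (n = 3). All 6 TPR-depleted cultures lie above every control culture for histones, single-exon mRNAs and mitochondrial ribosomal proteins, and 4 of 6 do for cytosolic ribosomal proteins.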

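In the gene models, the classes with a raised nuclear/cytoplasmic ratio were short, with or without introns. None of the 79 cytosolic ribosomal protein genes is a single-exon gene by the median of its transcripts; they have a median of 5 exons and a median pre-mRNA length of 3.81 kb. The mitochondrial ribosomal protein genes have a median of 5 exons and 8.04 kb. Of the 22 replication-dependent histone genes 16 are single-exon genes, and their median pre-mRNA length is 0.516 kb. Over all mRNAs the medians are 7 exons and 22.9 kb. Among lists of other mRNAs matched on pre-mRNA length and mean FPKM, the cytosolic ribosomal protein genes lay at the 76.6 percentile with TPR A and the 100.0 percentile with TPR D. Random draws of 10000 such lists had a median N/C change of 0.45 with TPR A and 0.30 with TPR D. The mitochondrial ribosomal protein genes lay at the 100.0 percentile with both (matched medians 0.27 and 0.16), and the replication-dependent histones at the 99.09 and 100.0 percentile (0.34 and 0.22).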

Unlike *histone* mRNAs, *ribosomal* mRNAs are generated from genes that have introns, suggesting that it was not only intronless mRNAs that required TPR for their efficient nuclear export.

Next, we analysed the effect of TPR-depletion on the export of mRNAs with retained introns. We observed no significant change in the fraction of cytoplasmic reads that mapped back to intronic regions (Figure 3F), suggesting that TPR is not required for the overall nuclear retention of unspliced mRNAs. It however remains possible that small subset of unspliced mRNAs are affected by TPR-depletion.

Recently it was observed that an acute TPR-depletion for 2 h led to a decrease in the level of certain mRNAs (35). Since we observed that nuclear retained mRNAs were substrates for decay (Figure 1I), we asked whether there was an inverse correlation between mRNA levels and nuclear retention in TPR-depleted cells. However, in our Fraq-Seq data we only saw a weak relationship between changes in mRNA levels and nucleoplasmic/cytoplasmic distribution (Figure 3G, H). Thus, if nuclear retention of an mRNA leads to its decay, this effect is only moderate at most. In addition, compensatory processes may also affect overall mRNA levels in our experiment. For example, we observed that TPR-depleted cells have higher overall levels of *histone* mRNAs (Supplementary Figure S4B), and this may explain why overall histone protein levels remain unchanged in TPR-depleted cells (Supplementary Figure S4C).

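Changes in total RNA and N/C changes were weakly related, and the sign of the relation was not stable. Across 12381 mRNAs, Pearson r was -0.211 (Spearman rho -0.261) with TPR A and -0.083 (rho -0.102) with TPR D. In single TPR A cultures r was -0.055, 0.077 and -0.24, and in TPR D cultures 0.107, 0.013 and -0.218. From replicates 2 and 3 alone it was -0.385 and -0.26. Leaving out the libraries labelled control nuclear 2 and control total 2, r was 0.13 with TPR A and 0.171 with TPR D. The values are across genes, which are not independent replicates, and no p is given.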

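In total RNA, replication-dependent histone mRNAs had positive median changes with both shRNAs. Their median change was 0.88 with TPR A, where all 22 lay above 0, and 0.40 with TPR D, where 20 did. H2AC6 (1.61, standard error 0.26, adjusted p = 0.00458) and H2BC5 (1.51, standard error 0.23, adjusted p = 0.00247), both core histone genes whose mRNAs can carry poly(A) tails, rose with TPR A. So did the core histone gene H2BC4 (1.04, adjusted p = 0.0448), whose call was lost without the libraries labelled control nuclear 2 and control total 2 (0.98, adjusted p = 0.194). These were the 3 histone genes called by limma over all genes; adjusted over the list alone, 6 were higher with TPR A and 0 with TPR D. The list passed camera (adjusted p = 1.8e-10 and 0.000536), but not with an estimated correlation (adjusted p = 0.175 and 0.688). By culture, the median log2 FPKM was 1.92 ± 0.26 (SD, n = 3) in control cells, 2.63 ± 0.61 with TPR A and 2.12 ± 0.16 with TPR D. The difference was within the spread between cultures (exact permutation test, two-sided p = 0.167; exact p = 0.111 when permuted within replicate numbers). Within numbers 1, 2 and 3, the TPR A culture was above control by 1.11, 0.70 and 0.33 and the TPR D culture by 0.22, 0.07 and 0.31. With replicates 2 and 3 alone the medians were 0.68 and 0.33, and without the libraries named above 0.98 and 0.54. The replication-independent histone genes were lower with TPR A, with a median of -0.49 (adjusted p = 0.00969; adjusted p = 0.551 with an estimated correlation). With TPR D their median was -0.15 (adjusted p = 0.929).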

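No single RNA passed the test for a changed N/C ratio with either shRNA; the N/C changes were seen in classes of RNAs. At an adjusted p under 0.05 limma called 0 of 14611 genes with TPR A and 0 with TPR D, and the smallest adjusted p were 0.503 and 1.0. At an unadjusted p under 0.05 there were 224 genes with TPR A (139 higher, 85 lower) and 134 with TPR D (92 higher, 42 lower), fewer than chance gives. With the replicate number or the culture as a term, the counts were also 0. Leaving out control cytoplasmic 3 gave 1 gene with TPR A, and leaving out control cytoplasmic 2 gave 1 with TPR D. Of 200 genes moved up or down in simulated data by a log2 change of 1, the test recovered 3%, and of 200 moved by 2 it recovered 77.5%. The simulation was of TPR A alone. The class medians with TPR A were under 1, where few such genes would be called one by one. Scaling to the sum of non-mitochondrial FPKM moved the median N/C change of all genes from 0.03 to -0.21 with TPR A and from 0.01 to -0.19 with TPR D, so the changes of classes are relative to the other RNAs. The nuclear/total and cytoplasmic/total ratios also gave 0 calls. At an unadjusted p under 0.05 there were 250 and 301 genes for the former and 140 and 313 for the latter, also fewer than chance gives. Without control total 2, 1 gene passed for nuclear/total with TPR A, and without control cytoplasmic 2, 1 passed for cytoplasmic/total with TPR D.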

In summary, our Frac-Seq analysis of TPR-depleted cells indicate that the primary role of TPR is in regulating the nuclear export of a subset of mRNAs. Although it may regulate the nuclear retention of certain mRNAs, TPR-depletion did not promote a detectable increase in unspliced mRNAs in the cytoplasm.

### Short RNA transcripts require TPR for efficient nuclear export of their processed RNA products

Next, we performed a linear regression analysis to fully explore the features shared by mRNAs that require TPR for their nuclear export (Figure 4A, Supplementary Figure S5A). Validating our initial observations, we found that the number of exons negatively correlated with TPR-dependent nuclear export (Figure 4A, B, Supplementary Figure S5A, B). In addition, we observed that mRNA and pre-mRNA length also negatively correlated with TPR-dependent nuclear export. This is not surprising as *ribosomal* and *histone* mRNAs which are both TPR-sensitive (Figure 4B, Supplementary Figure S5B) tend to be short as their encoded proteins are all smaller than 35kDa, whereas the average human protein is ∼50 kDa. Furthermore, mRNAs generated from intronless genes tend to be shorter than other mRNAs. Moreover, since the primary contributor to gene length is introns, it is also to be expected that intronless and intron-poor genes, tend to be shorter than other genes.

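mRNAs with more exons had lower N/C changes. Across 12333 mRNAs, the Spearman correlation of exon number with the N/C change was -0.269 with TPR A and -0.343 with TPR D (permutation test, two-sided p = 1e-05, the smallest that 100000 resamples give; adjusted p = 1e-05 over 10 relations). Genes are not independent replicates. In single cultures, the correlation of exon number with the log2 nuclear/cytoplasmic ratio was 0.311 ± 0.006 (SD, n = 3) in control cells, 0.227 ± 0.066 with TPR A and 0.223 ± 0.02 with TPR D. All 6 TPR-depleted cultures lay below every control culture (exact permutation test, p = 0.0238). Permuted within replicate numbers, the exact p was 0.037, and 0.222 without number 2. Over replicates 2 and 3 alone the correlations with the N/C change were -0.151 and -0.295. Without the libraries labelled control nuclear 2 and control total 2 they were -0.354 and -0.362.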

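Longer pre-mRNAs and longer mRNAs had lower N/C changes, and over all libraries pre-mRNA length had the largest correlation of the 5 features. Its Spearman correlation with the N/C change was -0.489 with TPR A and -0.436 with TPR D. For mRNA length it was -0.316 and -0.351, and for the length of the 3'UTR -0.371 and -0.336, over 12297 mRNAs. Exon density had a weak positive relation (0.082 and 0.042). Each had the smallest p that the permutation test gives. By culture, the correlation of pre-mRNA length with the log2 nuclear/cytoplasmic ratio was 0.348 ± 0.1 (SD, n = 3) in control cells, 0.166 ± 0.047 with TPR A and 0.224 ± 0.086 with TPR D. That difference did not pass (exact permutation test, two-sided p = 0.0714), nor did that for the 3'UTR (exact p = 0.119), while that for mRNA length did (exact p = 0.0238). Permuted within replicate numbers, all 3 passed (exact p = 0.037, the smallest that 27 splits allow). From replicates 2 and 3 alone, the correlations with the N/C change were -0.411 and -0.326 for pre-mRNA length, -0.217 and -0.263 for mRNA length, -0.344 and -0.26 for the 3'UTR and 0.097 and 0.0083 for exon density. Without the libraries labelled control nuclear 2 and control total 2 they were -0.436 and -0.259 for pre-mRNA length, -0.327 and -0.283 for mRNA length and -0.272 and -0.14 for the 3'UTR. With TPR D the correlation was then smaller for pre-mRNA length than for mRNA length and for exon number (-0.362). For exon density they were 0.0047 and -0.057, so its relation did not keep its sign with TPR D.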

**Figure 4.**
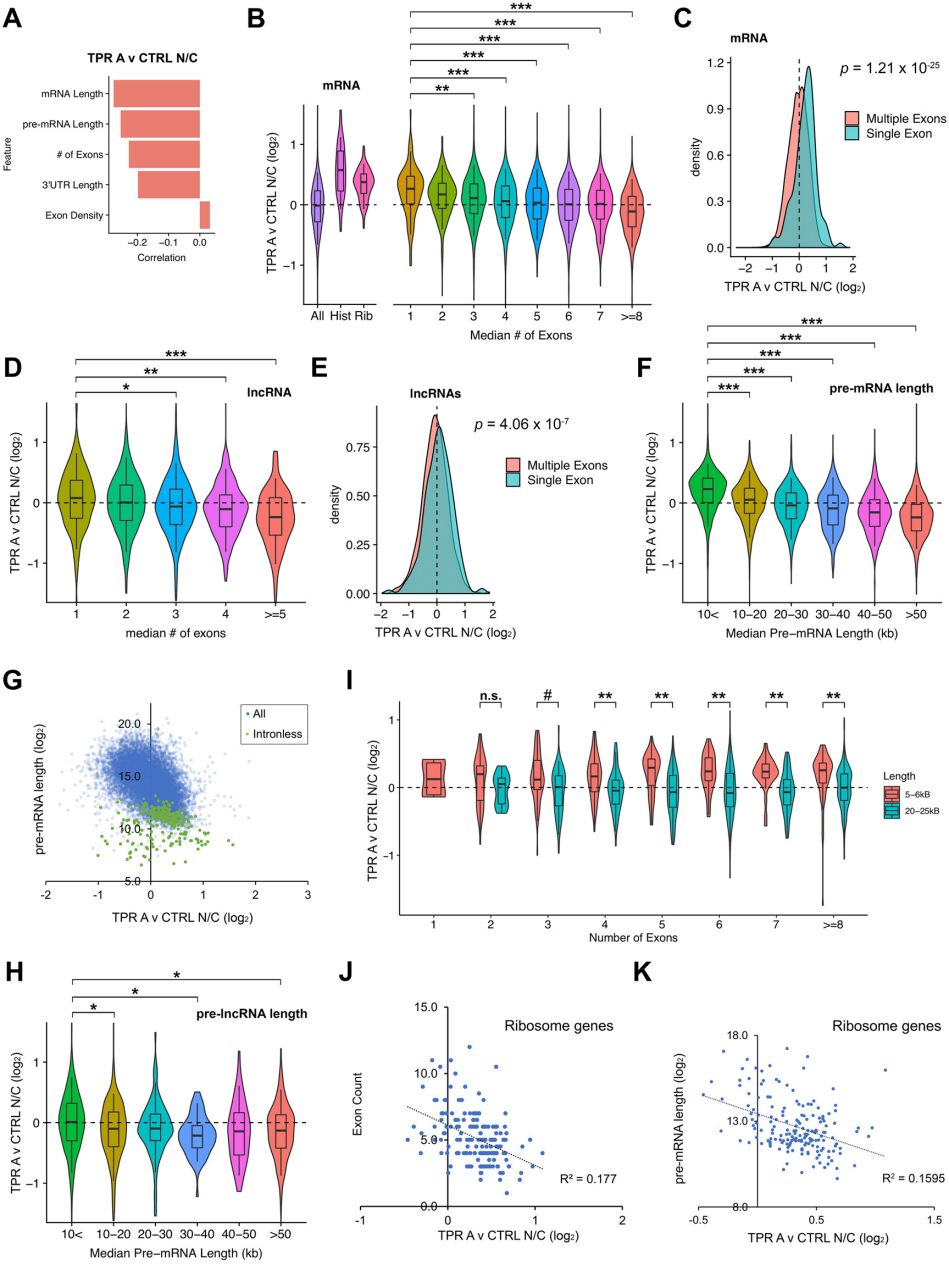
TPR-depletion inhibits the nuclear export of mRNAs and lncRNAs transcribed from short pre-mRNAs, including intronless and intron-poor genes. (**A**) Regression analysis of TPR-dependent nuclear export (TPR A v CTRL N/C fold change) and various RNA features. Note the inverse correlation between nuclear retention upon TPR-depletion (TPR A v CTRL N/C fold change) and gene length, pre-mRNA length, number of exons and 3′UTR length. (**B**) Violin plots of TPR-dependent nuclear export (TPR A v CTRL N/C fold change) for various classes of mRNAs. Note that mRNAs from *histone* and *ribosomal* genes are more nuclear enriched upon TPR depletion (positive fold change value) compared to all mRNAs. Also note that the nuclear export of mRNAs generated from few exons are more sensitive to TPR-depletion than other mRNAs. (**C**) Density plot showing that mRNAs from intronless genes are more nuclear enriched in TPR-depleted cells compared to those with multiple exons. (**D**) Violin plots of TPR-dependent nuclear export (TPR A v CTRL N/C fold change) for lncRNAs with various numbers of introns. Note that the nuclear export of lncRNAs generated from few exons are more sensitive to TPR-depletion than other lncRNAs. (**E**) Density plot showing that lncRNAs from intronless genes are slightly more nuclear enriched in TPR-depleted cells compared to those with multiple exons. (**F**) Violin plots of TPR-dependent nuclear export (TPR A v CTRL N/C fold change) for pre-mRNAs of varying lengths in 10 kb windows. Again, note the inverse correlation between pre-mRNA length and nuclear retention upon TPR-depletion. (**G**) Scatter plot of TPR-dependent nuclear export (TPR A v CTRL N/C fold change) and pre-mRNA length. Note that the inverse correlation between nuclear retention upon TPR-depletion and pre-mRNA lengths. Intronless mRNAs (green dots) are shorter in length compared to all other pre-mRNAs (blue dots) and are most dependent on TPR-dependent nuclear export. (**H**) Violin plots of TPR-dependent nuclear export (TPR A v CTRL N/C fold change) for pre-lncRNAs of varying lengths in 10 kb windows. The trend for pre-lncRNAs is similar to pre-mRNAs, but again not as strong. For details, see text. (**I**) Violin plots of TPR-dependent nuclear export (TPR A v CTRL N/C fold change) for pre-mRNAs that are 5–6 kb or 20–25 kb in length with various numbers of exons. (**J, K**) For mRNAs from ribosomal protein genes, the degree of TPR-dependent nuclear export (TPR A v CTRL N/C fold change) was plotted against the number of exons (**J**) or pre-mRNA length (**K**). Note the weak correlation in each case. Mann-Whitney-Wilcoxon statistical tests with Bejamini–Hochberg adjustment for multiple comparisons was performed for B, D, F, H and I, ^#^*P* > 0.05, * *P* < 10^−3^, **P < 10^−5^ and ***P < 10^−10^.

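The N/C change fell with exon number. Its median with TPR A was 0.20 for the 730 mRNAs with 2 exons, 0.16 with 3, 0.10 with 4, 0.09 with 5, 0.06 with 6, 0.07 with 7 and -0.07 for the 5612 mRNAs with 8 or more. With TPR D it was 0.15, 0.12, 0.08, 0.07, 0.04, 0.04 and -0.08. For all 12132 multi-exon mRNAs together it was 0.02 and 0.00, below the single-exon mRNAs by 0.31 and 0.27. The Mann-Whitney-Wilcoxon test across genes gave p = 8.34e-28 (adjusted p = 2.22e-27) with TPR A and p = 1.08e-32 (adjusted p = 3.7e-32) with TPR D (n = 201 and 12132), and takes genes as replicates. With no filter on low values the differences were 0.0086 and 0.017. By culture, single-exon minus multi-exon mRNAs differed by -0.05 ± 0.09 (SD, n = 3) in control cells, 0.25 ± 0.07 with TPR A and 0.22 ± 0.04 with TPR D. The exact permutation test gave p = 0.0238, and p = 0.037 when permuted within replicate numbers (0.111 without number 2). With replicates 2 and 3 alone the differences were 0.33 and 0.33, and without the libraries labelled control nuclear 2 and control total 2 they were 0.23 and 0.18.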

In agreement with the idea that splicing (or the lack of splicing) plays a role in TPR-dependent mRNA nuclear export, we found that mRNAs that contained fewer introns had a higher nuclear/cytoplasmic ratio upon TPR-depletion (Figure 4B, C, Supplementary Figure S5B, C). This was mostly due to a drop in the cytoplasmic level of these transcripts (Supplementary Figures S6A–D and S7A–D). 

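Relative to total RNA, single-exon mRNAs were lower in the cytoplasm than multi-exon mRNAs. Their difference in the nucleus depended on whether the libraries labelled control nuclear 2 and control total 2 were kept. The median cytoplasmic/total change of the 201 single-exon mRNAs was -0.23 with TPR A and -0.18 with TPR D, against 0.06 and 0.09 for multi-exon mRNAs. Their median nuclear/total change was 0.12 and 0.10, against 0.10 and 0.11 for multi-exon mRNAs. The cytoplasmic difference passed the Mann-Whitney-Wilcoxon test (adjusted p = 2.44e-39 and 3.12e-27), and the nuclear difference did not (adjusted p = 0.282 and 0.949). By culture, single-exon minus multi-exon mRNAs differed in cytoplasmic/total by 0.04 ± 0.08 (SD, n = 3) in control cells, -0.24 ± 0.11 with TPR A and -0.26 ± 0.13 with TPR D. All 6 TPR-depleted cultures lay below every control culture (exact permutation test, p = 0.0238). Permuted within replicate numbers, the exact p was 0.037, and 0.111 without number 2. In nuclear/total, single-exon minus multi-exon mRNAs differed by -0.00 ± 0.28, 0.01 ± 0.05 and -0.03 ± 0.17 (exact p = 0.976). Without control culture 2, all 6 TPR-depleted cultures lay below both other controls in nuclear/total (exact permutation test, p = 0.0714, the smallest possible). Once the libraries labelled control nuclear 2 and control total 2 are left out, single-exon mRNAs lay below multi-exon mRNAs in nuclear/total by -0.14 (adjusted p = 4.32e-13) and -0.21 (adjusted p = 4.4e-23), and in cytoplasmic/total by -0.35 and -0.37. Over replicates 2 and 3 alone the nuclear/total difference was 0.11 and 0.15, and the cytoplasmic/total difference -0.20 and -0.16.

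**Figure D3:**
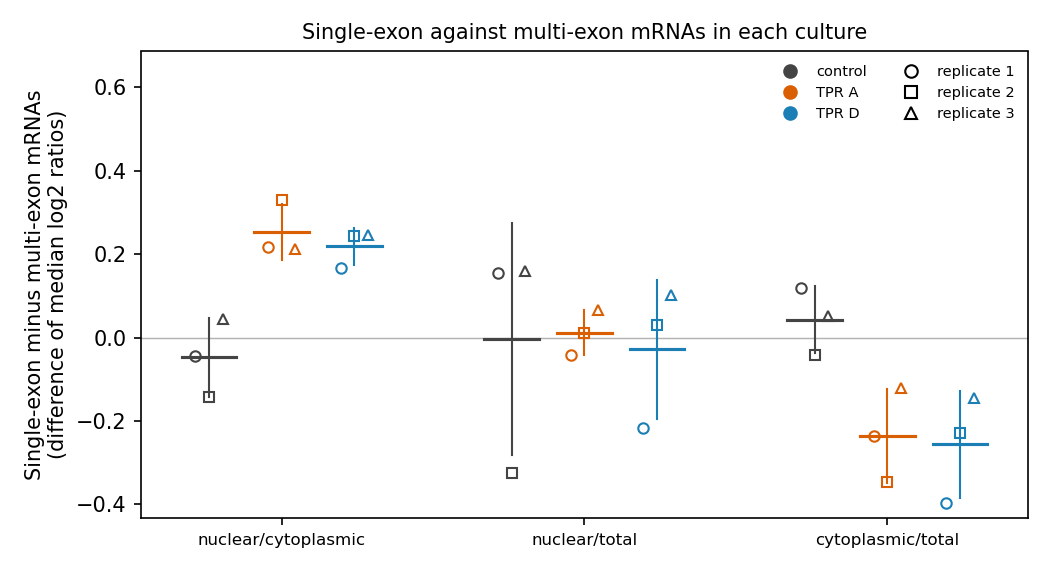
Median log2 ratio of single-exon minus that of multi-exon mRNAs in each culture, for 3 ratios of fractions; points are cultures, horizontal bars means and vertical bars SD (n = 3). For cytoplasmic/total the control cultures lie between -0.04 and 0.12 and the TPR-depleted cultures between -0.40 and -0.12; for nuclear/total control culture 2 lies at -0.324 and TPR D culture 1 at -0.217, below the others.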

We also saw an increase in the nuclear/cytoplasmic ratio for lncRNAs that had fewer introns (Figure 4D, S5D), however in general there was less of an overall difference between single and multiple exon lncRNAs in aggregate (Figure 4E, Supplementary Figure S5E), perhaps because lncRNAs in general have few introns. 

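lncRNAs of single-exon genes had higher N/C changes than those with introns, by less than mRNAs did. The median N/C change of 256 single-exon lncRNAs was 0.16 with TPR A and 0.11 with TPR D, against -0.02 and 0.02 for 1481 multi-exon lncRNAs. With TPR A the medians were 0.08, -0.01 and -0.09 with 2, 3 and 4 exons and -0.21 for the 162 lncRNAs with 5 or more. With TPR D they were 0.06, 0.02, 0.01 and -0.11. Over all tested lncRNAs the median number of exons was 2.5. The Mann-Whitney-Wilcoxon test across genes gave p = 7.12e-06 (adjusted p = 1.31e-05) and p = 0.00172 (adjusted p = 0.00258), with n = 256 and 1481 genes. Between cultures the difference did not pass, with 0.24 ± 0.10 (SD, n = 3) in control cells, 0.41 ± 0.11 with TPR A and 0.35 ± 0.12 with TPR D (exact permutation test, two-sided p = 0.119). From replicates 2 and 3 alone the differences were 0.26 and 0.18, and without the libraries labelled control nuclear 2 and control total 2 they were 0.13 and 0.06.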

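lncRNAs as a class did not pass a test of cultures for a change relative to total RNA in either fraction, and control culture 2 lay far from the other controls. The median nuclear/total change of 1743 lncRNAs was -0.22 with TPR A and -0.21 with TPR D, and the median cytoplasmic/total change -0.25 and -0.28. By culture, the median log2 nuclear/total ratio was -0.10 ± 0.35 (SD, n = 3) in control cells, -0.32 ± 0.11 with TPR A and -0.32 ± 0.16 with TPR D (exact permutation test, two-sided p = 0.31). The median log2 cytoplasmic/total ratio was 0.20 ± 0.22, -0.02 ± 0.07 and -0.07 ± 0.18 (exact p = 0.0952). Single-exon lncRNAs had a median nuclear/total change of -0.17 and -0.25 and a cytoplasmic/total change of -0.32 and -0.41. Their cytoplasmic/total ratio lay below every control culture in all 6 TPR-depleted cultures (exact permutation p = 0.0238). Permuted within replicate numbers, the exact p was 0.037, and 0.222 without number 2. Leaving out the libraries labelled control nuclear 2 and control total 2, the median nuclear/total change of multi-exon lncRNAs was -0.02 and -0.01, and their cytoplasmic/total change -0.08 and -0.11. That of single-exon lncRNAs was then -0.12 and -0.19 in nuclear/total and -0.28 and -0.38 in cytoplasmic/total. With replicates 2 and 3 alone, single-exon lncRNAs exceeded multi-exon lncRNAs in nuclear/total by 0.16 and 0.12, and differed from them in cytoplasmic/total by -0.12 and -0.13. Of lists fixed beforehand, 8 nuclear lncRNAs had a median N/C change of -0.48 and -0.22 and did not pass camera (adjusted p = 0.274 and 0.988); without the libraries labelled control nuclear 2 and control total 2 it was -0.09 and 0.24. The 9 cytoplasmic lncRNAs had medians of 0.23 (adjusted p = 0.692) and 0.44 (adjusted p = 0.0349; adjusted p = 0.442 with an estimated correlation). Among the latter, the snoRNA host genes SNHG5 and SNHG8 were at 0.50 and 0.49 with TPR A and by 0.81 and 0.87 with TPR D, neither past limma's threshold.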

Interestingly, when the level of lncRNAs in the nucleus and cytoplasm were assessed independently, there was a drop in both compartments (Supplementary Figures S6E–H and S7E–H). This suggested that TPR-depletion caused an overall drop in lncRNA stability.

We next determined whether pre-mRNA length plays a role in TPR dependent nuclear export. We observed that the shorter a pre-mRNAs was, the more it was dependent on TPR for its nuclear export (Figure 4F–G, Supplementary Figure S5F–G). 

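Short pre-mRNAs had raised and long pre-mRNAs lowered N/C changes. With TPR A the median was 0.29 for 3289 mRNAs under 10 kb, 0.11 at 10 to 20 kb, -0.00 at 20 to 30 kb, -0.02 at 30 to 40 kb, -0.11 at 40 to 50 kb and -0.20 for 3408 mRNAs over 50 kb. With TPR D it was 0.17, 0.06, -0.00, -0.03, -0.07 and -0.15. The gap between the ends was 0.49 and 0.32. Between cultures this gap was -0.80 ± 0.33 (SD, n = 3) in control cells, -0.31 ± 0.14 with TPR A and -0.48 ± 0.31 with TPR D, so that short mRNAs were the more cytoplasmic ones throughout. The difference of the cultures did not pass (exact permutation test, two-sided p = 0.0952), and passed when permuted within replicate numbers (exact p = 0.037, the smallest possible). Within numbers 1, 2 and 3 the gap was higher than in control by 0.44, 0.69 and 0.33 with TPR A and by 0.45, 0.34 and 0.18 with TPR D. Number 2 holds the library labelled control nuclear 2, and without it the smallest possible p is 0.111. Over replicates 2 and 3 alone the gap in the N/C change was 0.49 and 0.28, and without the libraries labelled control nuclear 2 and control total 2 it was 0.34 and 0.19.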

In agreement with this, mRNAs produced from short transcripts were more nuclear (Supplementary Figure S8A–B) and less cytoplasmic (Supplementary Figure S8C-D) in TPR-depleted cells compared to those produced from long transcripts. 

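In the nuclear/total ratio, mRNAs under 10 kb exceeded those over 50 kb by 0.34 with TPR A and 0.25 with TPR D, and in the cytoplasmic/total ratio they differed by -0.15 and -0.10. The medians in nuclear/total were 0.27 against -0.07 with TPR A and 0.24 against -0.01 with TPR D, and in cytoplasmic/total -0.03 against 0.12 and 0.03 against 0.13. The Mann-Whitney-Wilcoxon test across genes gave an adjusted p of 6.99e-221 and 4.67e-135 for the nuclear and 4.6e-138 and 3.21e-30 for the cytoplasmic difference. Between cultures neither passed (exact permutation test, two-sided p = 0.333 and 0.643). Without the libraries labelled control nuclear 2 and control total 2 the nuclear/total difference was 0.03 with TPR A and -0.05 with TPR D, so that it reversed with TPR D. The cytoplasmic/total difference was then -0.32 and -0.26.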

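lncRNAs of short genes had the higher N/C changes, by a smaller gap than mRNAs. The median N/C change of 1061 lncRNAs under 10 kb was 0.07 with TPR A and 0.08 with TPR D, against -0.12 and -0.02 for 224 lncRNAs over 50 kb. The Mann-Whitney-Wilcoxon test across genes gave p = 8.83e-07 (adjusted p = 1.77e-06) and p = 0.0157 (adjusted p = 0.0222), with n = 1061 and 224 genes. By culture the gap was 0.06 ± 0.20 (SD, n = 3) in control cells, 0.26 ± 0.18 with TPR A and 0.21 ± 0.10 with TPR D, within the spread between cultures (exact permutation test, two-sided p = 0.262; exact p = 0.037 when permuted within replicate numbers). From replicates 2 and 3 alone the gap in the N/C change was 0.29 and 0.17. Once the libraries labelled control nuclear 2 and control total 2 are left out it was 0.10 (adjusted p = 0.00955) with TPR A and -0.01 (adjusted p = 0.691) with TPR D, where it was lost.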

A similar relationship was seen with lncRNAs (Figure 4H, Supplementary Figures S5H and S8E–H).

Since there is a correlation between pre-mRNA length and number of exons, we next wanted to disentangle these two features. To limit the amount of variation in length, we analyzed short (5–6 kb) and long (20–25 kb) pre-mRNAs (note that the median length of the pre-mRNAs in our dataset is ∼21 kb). 

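At each number of exons, pre-mRNAs of 5 to 6 kb had a higher median N/C change than those of 20 to 25 kb. With TPR A the difference was 0.13 with 2 exons, 0.23 with 3, 0.26 with 4, 0.33 with 5, 0.35 with 6, 0.28 with 7 and 0.27 with 8 or more. With TPR D it was 0.04, 0.20, 0.11, 0.12, 0.17, 0.05 and 0.14. The bins held from 27 to 73 short and from 22 to 404 long pre-mRNAs. By the Mann-Whitney-Wilcoxon test, adjusted over the 7 bins, all 7 differences passed with TPR A (largest adjusted p = 0.0317, with 2 exons). With TPR D those with 2 exons (adjusted p = 0.365) and 7 exons (adjusted p = 0.0789) did not. Leaving out the libraries labelled control nuclear 2 and control total 2, 6 of the 7 passed with TPR A, all but 2 exons (adjusted p = 0.645). With TPR D none passed (smallest adjusted p = 0.682), and the differences lay between -0.08 and 0.09. The median of the 7 differences was 0.27 and 0.12 over all replicates and 0.31 and 0.06 with replicates 2 and 3 alone. Without the libraries labelled control nuclear 2 and control total 2 it was 0.121 and 0.015.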

We found that the export of mRNA produced from shorter pre-mRNAs was more sensitive to TPR-depletion than longer transcripts, and this was true regardless of the number of exons (Figure 4I, Supplementary Figure S5I). 

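Within a length class, the relation of exon number to the N/C change was weak over all libraries, with a sign that depended on the shRNA. Without the libraries labelled control nuclear 2 and control total 2 it was negative throughout and stronger with TPR D. Over 369 pre-mRNAs of 5 to 6 kb the Spearman correlation was 0.142 with TPR A (permutation test, p = 0.00607; adjusted p = 0.0121) and -0.011 with TPR D (p = 0.825; adjusted p = 0.825). Over 861 pre-mRNAs of 20 to 25 kb it was 0.108 (permutation p = 0.00129; adjusted p = 0.00516) and -0.066 (p = 0.0528; adjusted p = 0.0704). These are 4 relations across genes, which are not independent replicates. Without the libraries labelled control nuclear 2 and control total 2 the correlations were -0.047 and -0.23 in the shorter class and -0.131 and -0.298 in the longer class.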

When pre-mRNA length was controlled for, there was little correlation between exon number and TPR dependence for nuclear export (Figure 4I, Supplementary Figure S5I). These results suggest that pre-mRNA length plays a major role in determining whether a given mRNA is TPR-dependent independent of splicing. The effect of pre-mRNA length explains why mRNAs encoding ribosomal proteins are affected as they tend to have short introns (71). 

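Among 156 ribosomal protein genes, those with more exons or longer pre-mRNAs had lower N/C changes, through the mitochondrial genes in the case of length. The R squared with exon number was 0.14 with TPR A and 0.171 with TPR D, and with pre-mRNA length 0.152 and 0.171, all with negative slopes (Pearson r from -0.374 to -0.414). Each passed a two-sided permutation test across genes (largest adjusted p = 3e-05 over 12 relations). For the cytosolic genes alone, pre-mRNA length gave an R squared of 0.0045 (permutation p = 0.418; adjusted p = 0.456) and 0.0005 (p = 0.614; adjusted p = 0.614). For the mitochondrial genes alone it gave 0.301 and 0.257. Exon number gave 0.088 and 0.135 for the cytosolic and 0.19 and 0.242 for the mitochondrial genes. With replicates 2 and 3 alone, the R squared over all 156 genes was 0.067 and 0.133 for exon number and 0.066 and 0.059 for length. Once the libraries labelled control nuclear 2 and control total 2 are left out it was 0.195 and 0.189, and 0.165 and 0.137.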

In line with this, we saw a slight negative correlation between either number of exons or pre-mRNA length with TPR-dependence for nuclear export for ribosomal protein mRNAs (Figure 4J–K, Supplementary Figure S5J–K).

Overall, our data suggest that pre-RNA length plays a major role in determining whether the efficient nuclear export of a given RNA requires TPR. 

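Of the lists of genes chosen for function or length, subunits of oxidative phosphorylation and of the proteasome had raised N/C ratios and very long genes lowered ones. Nuclear-encoded subunits of oxidative phosphorylation, with a median pre-mRNA length of 8.3 kb, had a median N/C change of 0.59 with TPR A and 0.49 with TPR D, with 79 of 80 above 0 in each case. Among them were NDUFA13 of complex I (1.18 and 0.90) and COX5B of complex IV (1.07 and 0.83). Within replicate numbers 1, 2 and 3, the median log2 nuclear/cytoplasmic ratio of these subunits was above control by 0.617, 0.932 and 0.24 with TPR A. With TPR D it was above control by 0.595, 0.83 and 0.193. Number 2, with the largest values, holds the library labelled control nuclear 2. The 36 proteasome subunits, at 14.6 kb, had medians of 0.41 and 0.28, and 0.30 (adjusted p = 0.000233) and 0.15 (adjusted p = 0.0185) without the libraries labelled control nuclear 2 and control total 2. Their median log2 nuclear/cytoplasmic ratio was -0.635 in control culture 2, against 0.035 and 0.073 in the other controls and -0.102 to 0.311 in the TPR-depleted cultures. The 32 very long genes, at 352 kb, had medians of -0.18 and -0.18, with TCF4, a transcription factor gene, at -1.26 and -0.90. No gene of these lists passed limma on its own, over all genes or adjusted over the list alone. All 3 lists passed camera with both shRNAs (largest adjusted p = 0.00268, for very long genes with TPR A). With an estimated correlation none did, at an adjusted p of 0.563 and 0.397 for the subunits of oxidative phosphorylation and for very long genes, and 0.629 and 0.472 for the proteasome. Between cultures, the median log2 nuclear/cytoplasmic ratio differed for oxidative phosphorylation (exact permutation test, two-sided p = 0.0238) and very long genes (exact p = 0.0476), and not for the proteasome (exact p = 0.143). Permuted within replicate numbers, which leaves 27 splits, it differed for oxidative phosphorylation and the proteasome (exact p = 0.037 each, the smallest possible) and not for very long genes (exact p = 0.0741). The stress response list, at 10.7 kb, had medians of 0.17 and 0.24 (adjusted p = 0.129 and 0.0259; adjusted p = 0.629 and 0.397 with an estimated correlation). From the N/C changes by length and exon number, the paper proposes a major role of pre-RNA length in whether efficient export requires TPR. It also tested reporters. A β-globin mRNA given shorter introns was more nuclear retained after TPR depletion, and an intron made the ftz mRNA less so. Those experiments were not re-examined here.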

Importantly, TPR was not only required for the efficient export of mRNAs transcribed from intronless and intron-poor genes, which tend to have shorter pre-mRNAs, but also from mRNAs produced from short transcripts, regardless of how many splicing events these mRNAs experience. This agrees with our reporter data, where the nuclear export of the single exon *ftz* mRNA is TPR-sensitive, while the export of the three exon *βG-i* mRNA, produced from a longer pre-mRNA, is TPR-insensitive.

### TPR is required for the efficient export of the *NORAD* lncRNA and *Histone1* mRNA

Our RNA Frac-Seq results suggest that TPR is required for the efficient nuclear export of mRNAs and lncRNAs that are produced from pre-mRNAs that are either short and/or undergo fewer splicing events. To independently assess this, we used single molecule FISH to monitor the distribution of the two RNAs: *NORAD* lncRNA, which is primarily found in the cytoplasm of U2OS cells, and *Histone 1* (*HIST1H1A*) mRNA. *NORAD* is 5378 nt long and has only a single exon, and thus would be expected to be dependent on TPR for its nuclear export. *HIST1H1A* mRNA is also intronless and is 780 nt long. Indeed, we found that upon TPR-depletion, the nuclear level of both *NORAD* and *HIST1H1A* rose 2–3-fold (Figure 5A–B). In contrast, the distribution of *GAPDH* mRNA, which is 1292 nt long and contains 9 exons, was mostly cytoplasmic in both control and TPR-depleted cells (Figure 5A–B). Interestingly the *GAPDH* pre-mRNA is generated from a 3885 nt long pre-mRNA, which is much shorter than the *NORAD* mRNA. Thus, although pre-mRNA length may contribute, other factors, such as splicing and the presence of *cis*-elements likely play a role.

**Figure 5.**
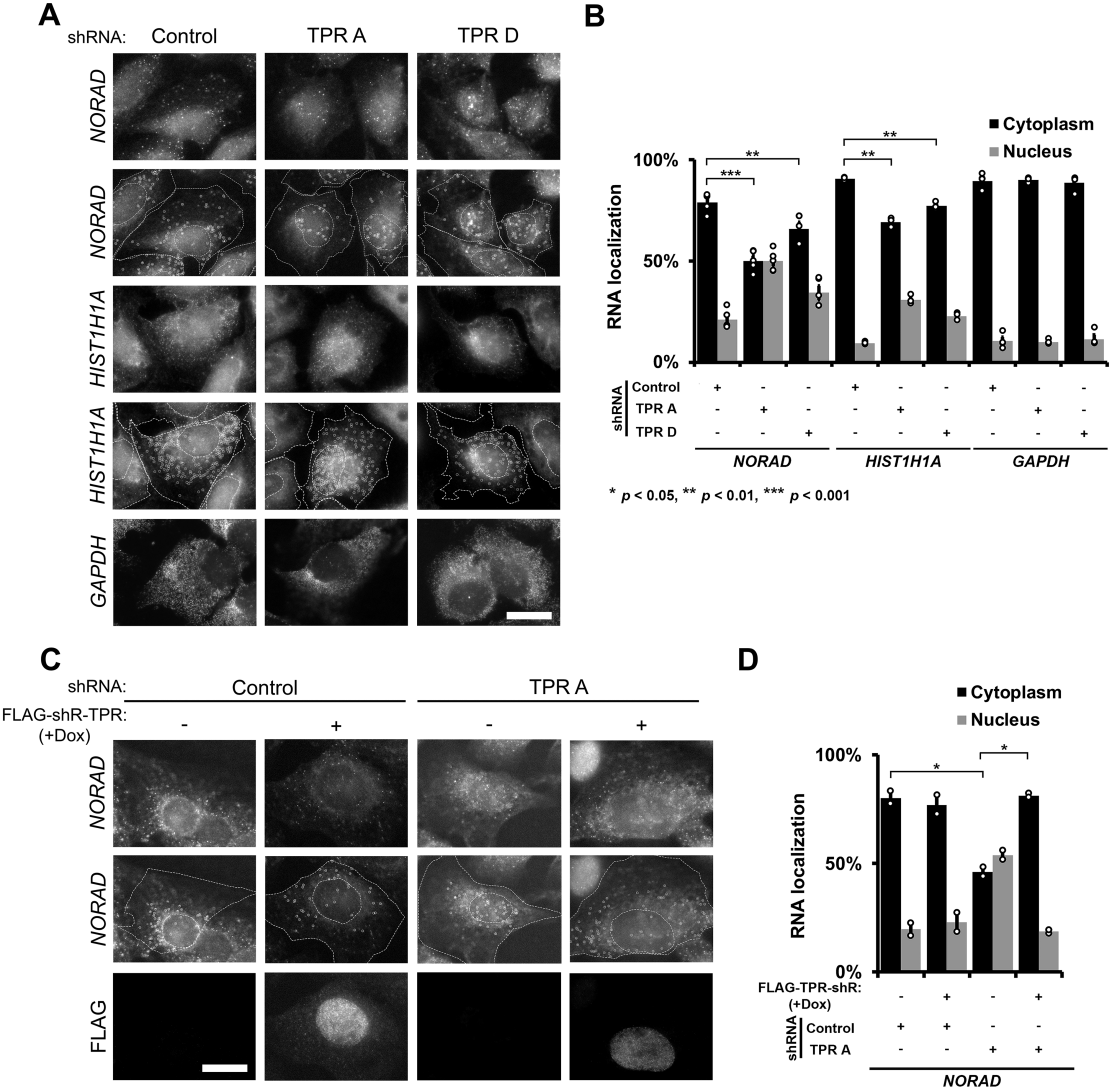
TPR is required for the efficient export of *NORAD* lncRNA or *HIST1H1A* mRNA. (A, B) U2OS cells were treated with shRNAs against TPR or scrambled control, then fixed and stained for *NORAD* lncRNA, *HIST1H1A* mRNA or *GAPDH* mRNA by single molecule FISH. Examples are shown in (**A**) with the top two rows showing the exact same images except that in the second row the cell and nuclear boundaries are delimited by dashed lines and single *NORAD* lncRNAs or *HIST1H1A* mRNAs are circled. The nuclear cytoplasmic distribution of single mRNAs in various conditions is quantified in (**B**) with each bar representing the average and standard error of at least three independent experiments, each experiment consisting of at least 50 cells. Student's *t*-test was performed, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. (**C, D**) Re-expression of FLAG-TPR-shR restores cytoplasmic accumulation of *NORAD* lncRNA in TPR depleted cells. FLAG-TPR-shR expression was induced by doxycycline treatment in a Flp-In U2OS cell line. Quantification in (D) is as for (B).

We then repeated these experiments in the U2OS cell line containing the doxycycline-inducible *FLAG-TPR-shR* gene. Again, depletion of endogenous TPR caused the nuclear accumulation of *NORAD* lncRNA, while induction of FLAG-TPR-shR expression restored nuclear export of *NORAD* lncRNA (Figure 5C–D), thus validating that this effect is due to depletion of TPR.

In summary, these data support the idea that mRNAs and lncRNAs produced from intronless or intron-poor genes require TPR for their efficient export.

### Spliced reporter mRNAs, and reporter mRNAs synthesized from longer pre-mRNAs, are less dependent on TPR for their nuclear export

Our Fraq-Seq analysis suggests that there are at least two main factors that determine whether an mRNA requires TPR for its efficient export: the degree of splicing and the pre-mRNA length. To further confirm that splicing determines whether an mRNA requires TPR for its efficient nuclear export, we measured the nuclear/cytoplasmic distribution of the *ftz* reporter mRNA synthesized from genes that lacked (*ftz-Δi*) or contained (*ftz-i*) an intron (Figure 6A). Note that this intron is quite small (141 nt) and contributes minimally to the transcript length. Indeed, we found that a mRNA produced from *ftz-i* was less nuclear retained in TPR-depleted cells than *ftz-Δi*, suggesting that in this case the presence of one intron partially relieved the need for TPR for efficient export (Figure 6B–C). Interestingly, this mRNA was partially nuclear retained in TPR-depleted cells when compared to control cells, indicating that the need for TPR was not totally bypassed.

**Figure 6.**
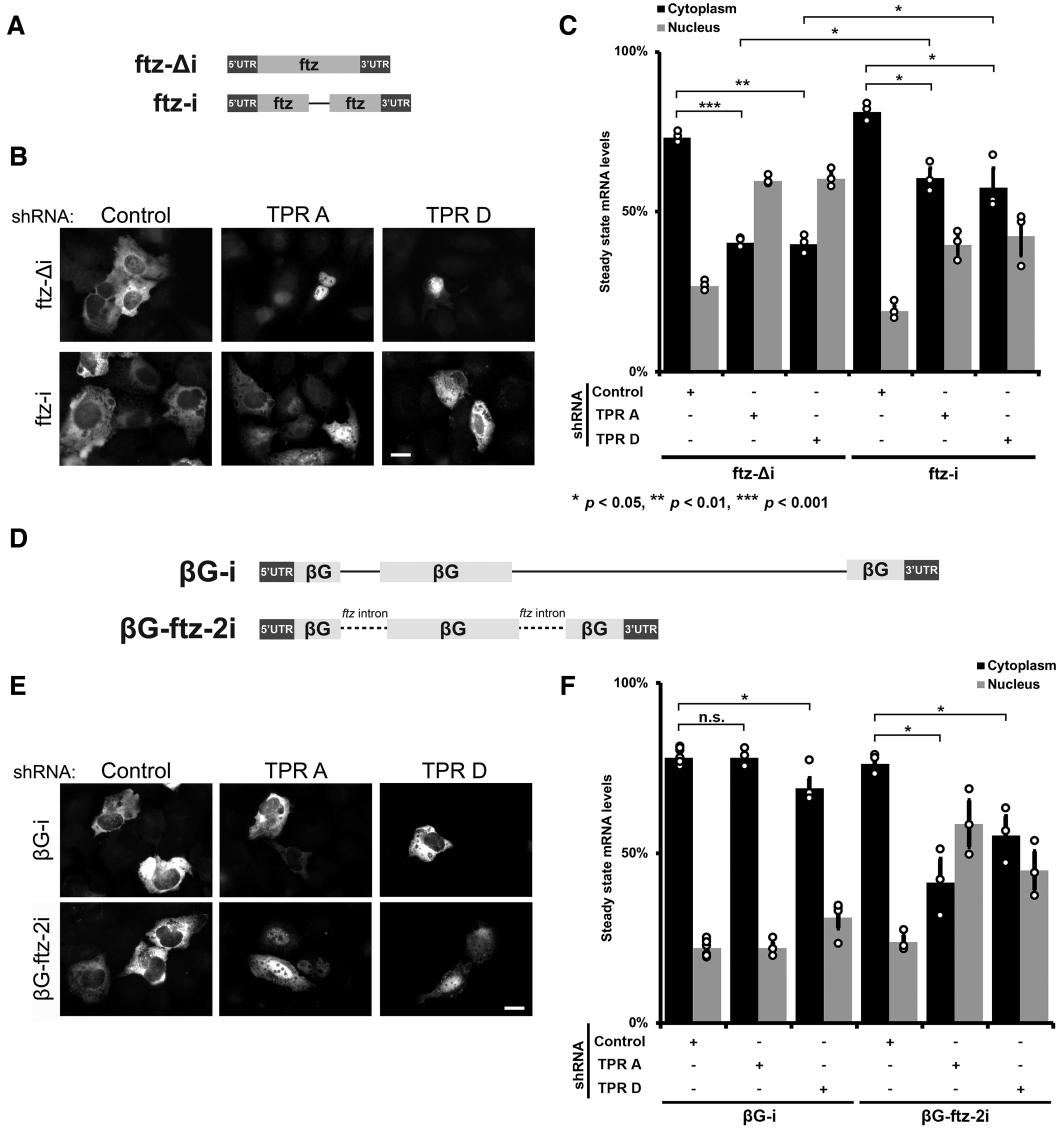
Spliced reporter mRNAs are less dependent on TPR for their nuclear export. (**A**) Schematic of the *ftz* reporter with and without an intron (±*i*). (**B, C**) Control- or TPR-depleted cells were transfected with various *ftz* reporter plasmids. 18–24 h later the cells were fixed and the mRNA was visualized by FISH. Representative images are shown in (**B**), quantification is shown in (**C**). Scale bar = 10 μm. Each bar is the average and standard error of three independent experiments, each experiment consisting of at least 60 cells. Note that TPR-depletion caused nuclear accumulation of the *ftz-Δi* mRNAs, but not the spliced *ftz-i* mRNAs. (**D**) Schematic of *βG* reporters with the *ftz* intron inserted in place of the endogenous *βG* introns. (**E, F**) Control- or TPR-depleted cells were transfected with various *βG* reporter plasmids. 18–24 h later the cells were fixed and the mRNA was visualized by FISH. Representative images are shown in (**E**), and the nuclear and cytoplasmic ratios were quantified in (**F**). Scale bar = 10 μm. Each bar is the average and standard error of three independent experiments, each experiment consisting of at least 60 cells. Note that TPR-depletion caused nuclear accumulation of *βG* mRNAs with the *ftz* introns, *βG-ftz-2i*, but not the *βG* reporter with endogenous introns. Student t-test was performed in C and F, * *P* < *P* < 0.05, ** *P* < 0.01, *** *P* < *P* < 0.001.

Next, we tested whether the length of the pre-mRNA contributed to whether nuclear export was TPR-sensitive or not. To accomplish this we replaced the two introns of the *βG-i* reporter mRNA, whose export does not require TPR, with the introns of our *ftz* reporter RNA (*βG-ftz-2i*, Figure 6D). The pre-mRNA length generated from this *βG-ftz-2i* is 738 nucleotides long, compared to *βG-i*, which is 1424 nucleotides long. When we expressed the *βG-ftz-2i* reporter in TPR depleted cells, the mRNA reporter was more nuclear retained than *βG-i* mRNA (Figure 6E–F).

Our results suggest that both splicing and intron length (and by extension pre-mRNA length), are major determinants of whether an mRNA requires TPR for its efficient nuclear export. These data corroborate findings from our Frac-Seq experiments.

### mRNAs that are retained in TPR-depleted cells, accumulate in nuclear speckles

Previously, we and others have observed that in cells depleted of TREX components, mRNAs become retained in nuclear speckles (24,28,72), which are small phase-separated regions of the nucleoplasm that are enriched in splicing factors and TREX components (73). Nuclear speckles have been shown to function as sites of post-transcriptional splicing (74,75). Furthermore, work from our lab and others suggests that many mRNPs are targeted to nuclear speckles, where they either undergo a maturation process to become competent for nuclear export, or are nuclear retained (24,26,28,^56^,^72^,^76^). Indeed, it was previously seen that TPR-depletion led to the enrichment of total poly(A) mRNA with nuclear speckles (35,38). To monitor how newly synthesized mRNAs trafficked through speckles, we microinjected plasmid containing the *ftz-Δi* reporter gene, whose mRNA transits through nuclear speckles (24), and monitored the distribution of this mRNA by FISH and nuclear speckles using antibodies to SC35. In control cells, we observed that the newly synthesized *ftz* mRNA quickly entered into speckles, but over time it left these structures as it began to be exported. In TPR-depleted cells, *ftz* mRNA continued to accumulate into speckles over the duration of the time course (Figure 7A–C). These observations suggest that TPR may be involved in the release of these mRNAs from nuclear speckles prior to mRNA export. This could be due to direct (i.e. TPR interacting with mRNPs and affecting their maturation) or indirect (e.g. TPR affecting the nuclear/cytoplasmic trafficking of proteins that make up the mRNP or speckles) effects.

**Figure 7.**
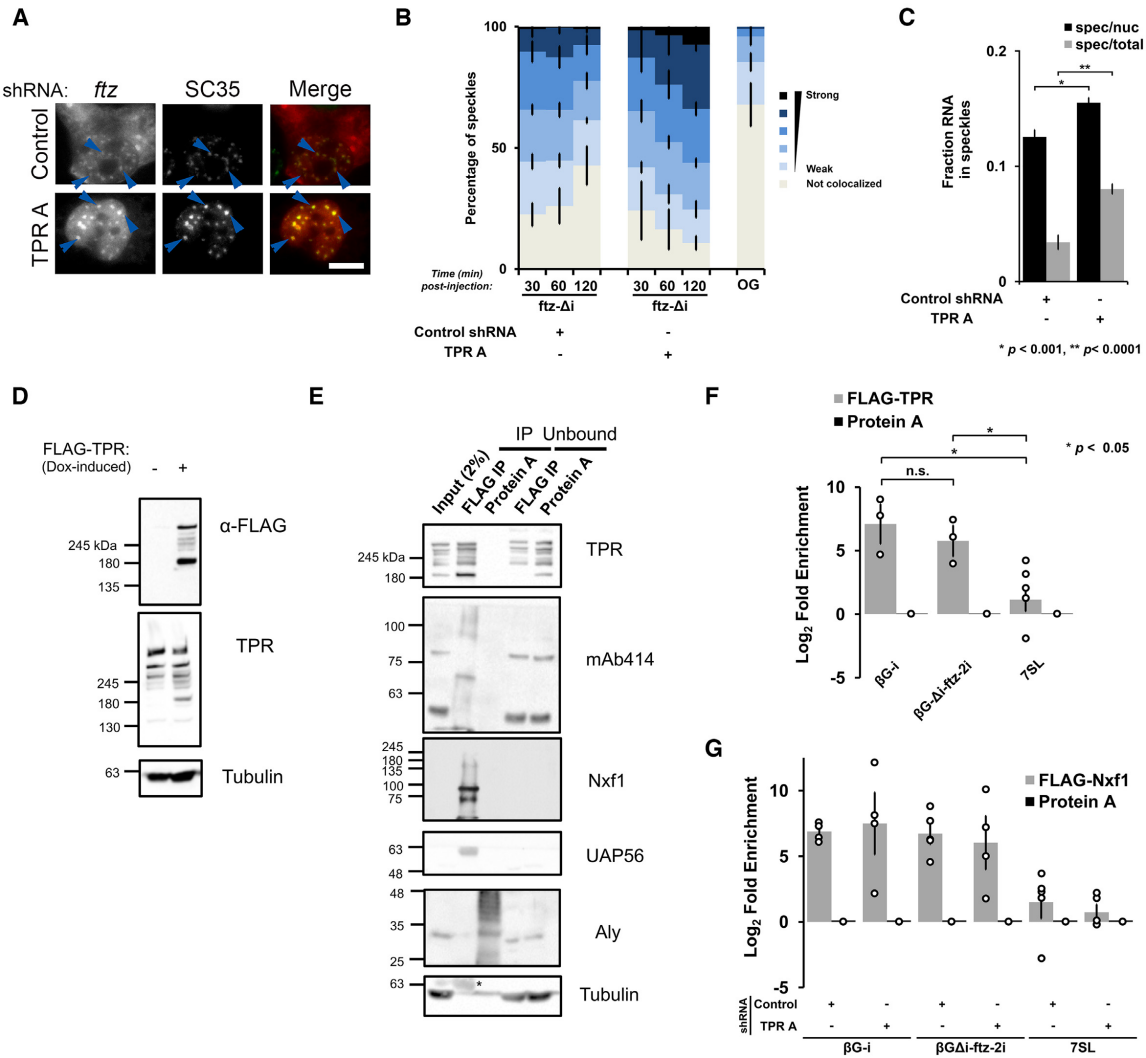
mRNAs that are retained in TPR-depleted cells accumulate in nuclear speckles and are bound to Nxf1. (**A–C**) Control- or TPR-depleted cells were microinjected with plasmid *ftz-Δi* reporter plasmids. After the indicated times, cells were fixed and stained for *ftz* mRNA by FISH and for the speckle marker SC35 by immunofluorescence. (**A**) An example of cells fixed 2 h post-injection with each row represents a single field of view with blue arrow pointing to examples of *ftz*/SC35 co-localization. Scale bar = 10 μM. (**B**) The degree of *ftz*/SC35 co-localization by Pearson correlation coefficient analysis was quantified as described in (24). As a control, the co-localization of microinjected 70 kD dextran conjugated to Oregon Green (‘OG’) with SC35 speckles was also tabulated. Each bar is the average and standard error of three independent experiments, each consisting of 150–200 nuclear speckles (see Materials and Methods for more details). (**C**) The amount of *ftz-Δi* mRNA present in nuclear speckles (defined by the brightest 10% pixels in the nucleus, using SC35 immunofluorescence - described in (24)) as a percentage of either the total nuclear (‘spec/nuc’) or total cellular (‘spec/total’) mRNA level in cells 1 h post-microinjection. Each data point represents the average and standard error of the mean of 10–20 cells. (**D**) Western blot showing that FLAG-TPR was successfully expressed following doxycycline treatment for 4 h. (**E**) Flp-In FLAG-TPR U2OS cells were treated with doxycycline for 4 h, then lysed and immunoprecipitated with anti-FLAG M2 or protein A beads. 2% of the input lysate, Immunoprecipitates (IP), or 10% of the unbound fraction were separated by SDS-PAGE and immunoblotted using the indicated antibodies. Note the presence of IgG heavy band (*) in the anti-tubulin immunoblot. (**F**) Same as (E), except following doxycycline treatment, the Flp-In FLAG-TPR U2OS cells were transfected with either *βG-i* or *βG-ftz-2i* reporter plasmids for 18 to 24 h. These cells were then lysed and immunoprecipitated as in (E). The amount of *βG* mRNA and the *7SL* ncRNA in the immunoprecipitates were quantified by RT-qPCR. Each bar is the average and standard error of at least three independent experiments. Student t-test was performed, * *P* < 0.05. (**G**) Control- or TPR-depleted cells were co-transfected with FLAG-Nxf1 and either the *βG-i* or *βG-ftz-2i* reporter plasmids for 18–24 h, then lysed and immunoprecipitated with anti-FLAG M2 beads or protein A beads. The amount of *βG* and the *7SL* ncRNA in the immunoprecipitates were quantified by RT-qPCR. Each bar is the average and standard error of at least four independent experiments.

### TPR interacts with mRNAs

We next investigated whether TPR associates preferentially with mRNAs whose nuclear export is dependent on this protein. We transfected our reporter constructs in a U2OS cell line expressing FLAG-TPR from an FRT-integrated gene and performed a FLAG immunoprecipitation from the cell lysates. Note that this construct is expressed at levels slightly below that of endogenous protein (Figure 7D) and is present in both the nuclear rim and nucleoplasm (Supplementary Figure S2C). FLAG immunoprecipitates contained various nuclear pore proteins (as detected by mAb414, which recognizes FG-containing Nups), the nuclear transport receptor Nxf1, and the TREX-component member UAP56 (Figure 7E). The TREX component Aly and tubulin were not significantly enriched in the immunoprecipitate over the control precipitate (Protein A). When cells expressed the two versions of the *βG* mRNA, one whose nuclear export is insensitive (*βG-i*) and a second whose export is sensitive (*βG-ftz-2i*) to TPR-depletion, both mRNAs were enriched in the immunoprecipitate (Figure 7F). In contrast, the 7SL non-coding RNA, which utilizes exportin-5 for its nuclear export (77), was not significantly enriched (Figure 7F). Thus, it appears that TPR associates with both mRNAs that require it for export (*βG-i*) and those that do not (*βG-ftz-2i*). This promiscuous interaction profile may simply reflect the fact that all of these mRNAs must pass through the pore. As TPR also binds to many RNA-binding proteins, it is not clear whether TPR associates directly or indirectly to mRNAs.

Following up on the observation that TPR binds to Nxf1 and other mRNA export factors, we tested whether Nxf1 binding to mRNA is dependent on TPR. We expressed FLAG-tagged Nxf1 and performed RNA immunoprecipitation experiments in TPR-depleted and control cells. We found that TPR-depletion did not affect Nxf1-binding to either *βG-i* or *βG-Δi-ftz-2i* mRNA (Figure 7G). These data suggest that TPR does not help to recruit Nxf1 to the mRNA, but instead acts downstream from this step.

## DISCUSSION

Here, we show that the nuclear basket protein TPR is required for the nuclear export of mRNAs and lncRNAs that are produced from intronless and intron-poor genes that tend to be short. In line with this, we find that the nuclear export of reporter mRNAs becomes more TPR-dependent when their pre-mRNA length shortens and when they are produced from pre-mRNAs that have fewer introns. Furthermore, these mRNAs are associated with Nxf1 even when TPR is depleted, suggesting that TPR acts at a very late step in the export pathway. Finally, we observe that upon TPR-depletion these mRNAs become enriched in nuclear speckles, indicating that TPR may influence how mRNAs may traffic through these structures. There has been considerable debate surrounding the role of splicing in nuclear mRNA export (25,26,56). What is clear is that intronless mRNAs are exported in a TREX-dependent manner (23,24,30,78), but that they are subject to nuclear retention if they contain certain elements (25). Our work demonstrates that these mRNAs also have additional requirements for their export. In contrast, spliced mRNAs, which are generated from longer pre-mRNA transcripts, appear to have slightly different requirements.

Recently, it was found that acute depletion of TPR led to a decrease in the total levels of certain mRNAs (35). This is consistent with the hypothesis that nuclear retained mRNAs are degraded, as is the case with our reporter mRNA (Figure 1H). However, we found that in TPR-depleted cells changes in global RNA levels did not correlate with changes in nuclear/cytoplasmic distribution (Figure 3G–H). Moreover, since the depletion in this previous study was only for 2 h, a much shorter time span than the average half-life of mRNAs in mammalian cells (5–10 h (79)), it is unlikely that this treatment would have much impacted the overall distribution of most mRNAs. It remains possible that the short-term depletion of TPR may enhance mRNA stability, however whether this is associated with nuclear retention needs to be tested. Interestingly, in our experiments the prolonged depletion of TPR led to an increase in the total levels of certain nuclear retained mRNAs, such as those encoding histones. This may be a compensatory mechanism to ensure that overall histone production remains constant. Another caveat is that prolonged depletion of TPR in our experiments may alter the levels or distribution of factors required for the export of mRNAs transcribed from short intron-poor genes.

Our data also indicate that TPR is not required for the nuclear retention of 5′SS motif-containing RNAs. Indeed, we found that if anything, mRNAs with these motifs were even more nuclear retained after TPR-depletion. Although it is possible that TPR may retain mRNAs that contain other elements found in introns (such as the 3′ splice site), we did not find evidence for the increased export of intron-containing transcripts in our Fraq-Seq experiments (Figure 3F). Previous studies that implicated TPR in the retention of intron-containing mRNAs, studied viral mRNAs which have additional nuclear retention elements besides the 5′SS motif (56). It thus remains unclear how TPR affects the nuclear retention of these RNAs. In yeast, it had been reported that the TPR-paralogues, Mlp1 and Mlp2, are required for efficient nuclear retention of mRNAs with unspliced introns (52). Importantly, these studies did not investigate mRNA localization directly, but instead measured the production of a reporter protein which could only be produced from an intron-containing mRNA and comparing this to the expression of a protein from a control construct that lacks an intron. It remains possible that the deletion of Mlp1 and/or Mlp2 affected the export of both the reporter and the control mRNA to different extents, thus confounding any interpretations. Alternatively, Mlp1/2 may have roles in mRNA retention in yeast that are not conserved in metazoans. The role of TPR in the nuclear retention of intron-containing mRNAs in human cells has also been investigated only indirectly through the expression of protein from intron-containing reporter mRNAs in comparison to some control (50,51). Again, since our data suggest that TPR-depletion has a major effect on the export of intronless mRNAs, which would affect the export of most of the control mRNAs used in these experiments, the results from these past studies may be uninterpretable. Reanalyzing these experiments by directly monitoring the nuclear and cytoplasmic levels of these mRNAs may resolve these apparent conflicts.

Interestingly, one TPR-interacting protein, TARBP2, was found to bind and inhibit the splicing of certain introns that contain TARBP2-binding structural elements (80). The authors proposed that TPR may help to retain these unspliced mRNAs in the nucleus where they are subsequently degraded. When we compared our TPR Frac-Seq dataset, with TARBP2-bound mRNAs (known as the ‘TARBP2 regulon’ (81)) these mRNAs are slightly more cytoplasmic upon TPR depletion (Supplementary Figure S9A, B), suggesting that TPR may indeed promote their nuclear retention; however, since these mRNAs on average have more exons (Figure S9C) and their mRNAs are longer in length (Figure S9D) than other mRNAs, it may also be equally likely that these mRNAs are overrepresented in the cytosol of TPR-depleted cells due to their features which are unrelated to intron-retention and TARBP2-association.

The mechanism by which TPR influences nuclear export needs to be elucidated. It remains unclear why TPR would affect the nuclear export of mRNAs produced from short pre-mRNAs, which includes intronless and intron-poor primary transcripts. Short and long pre-mRNA transcripts may be loaded with different RNA-binding proteins during transcription and these factors may render an mRNA more or less sensitive to TPR-depletion. Many nucleoporins have been shown to be also present in the nucleoplasm where they have been shown to bind to chromatin and affect transcription (47,49,82,83). Interestingly the ability of TPR to influence how mRNAs traffic through nuclear speckles and to interact with reporter mRNA and components of the TREX complex may suggest that TPR initiates contact with the mRNA before it reaches the nuclear pore. In flies, it has been shown that the TPR homolog, Megator, and a second component of the nuclear basket, Nup153, binds to chromatin, forming nucleoporin-associated regions that are dominated by markers of active transcription (48). Similarly, in human cells TPR binds to the promoter region of *HSP104*, and this interaction promotes the association of TPR with the *HSP104* mRNA and is required for its proper nuclear export (84). It is likely that these interactions do not happen in the vicinity of the pore, but within the interior of the nucleoplasm (48), where a substantial fraction of TPR resides (37,85).

Despite the fact that early steps in mRNA synthesis/processing determine whether a given transcript requires TPR for its export, TPR likely affects a late step of mRNA nuclear export. In TPR-depleted cells, affected mRNAs are still associated with Nxf1 and enriched in speckles. Interestingly, it has been observed that intronless mRNAs, which appear to transit through nuclear speckles to gain export competency (24,28), are present in the nucleoplasm but not enriched in nuclear speckles in Nxf1-depleted cells (28). Importantly these same mRNAs are found in speckles in cells depleted of UAP56 alone or in UAP56/Nxf1 co-depleted cells (28). Our new results would indicate that Nxf1 gets recruited to the mRNA in speckles in a TPR-independent manner. In sum, these observations suggest that TREX and TPR play a role in nuclear speckle egress while Nxf1, which is recruited to mRNAs either in speckles or prior to speckle entry, acts on mRNAs after speckle egress but prior to export. This would be consistent with data indicating that Nxf1 may also associate with mRNAs co-transcriptionally (86).

TPR may influence export by interfacing with components of TREX-2. In the absence of TPR, proteins in this complex no longer localizes to the nuclear pore (11,14,17,35). Interestingly, mRNAs that require GANP for their nuclear export tend to be shorter in length and contain few introns (14), mirroring our Frac-Seq analysis of TPR-depleted cells. Indeed, GANP-depletion led to drop in the export of histone mRNAs (35). However, there is some evidence to suggests that GANP may also function independently of TPR. First, nuclear accumulation of poly(A)+ RNAs was further enhanced in TPR/GANP double-depleted cells when compared to the single depleted cells (14) suggesting that these two factors act on different mRNAs. Second, we previously demonstrated that GANP-depletion inhibited the export of spliced *βG-i* (36), which we now show is exported in TPR-depleted cells (Figures 1F–G and 6E). It remains possible that GANP is required for both TPR-dependent and TPR-independent export. GANP itself has several FG-repeats that may facilitate its partitioning into the central region of the nuclear pore, which is thought to form a phase-separated domain where FG-Nups and nuclear transport receptors partition (87). In light of this, it is possible that TPR may facilitate the interaction of certain mRNPs with GANP, and thus enhance passage through the pore. In GANP-depleted cells, mRNAs that lose the ability to be exported accumulate in nuclear speckles (36), thus perhaps GANP-recruitment to the transcript is also essential for nuclear speckle egress.

While this manuscript was being revised, a report was published from the Ulitsky group describing that TPR-depletion affected the export of mostly intronless and intron-poor mRNAs and lncRNAs (88). Furthermore, in agreement with our observations, the Ulitsky group found that TPR-depletion did not affect the retention of unspliced mRNAs. Generally, the two studies’ results largely agree, although the Ulitsky group did not analyze whether the length of the pre-mRNA correlated with TPR-dependence on export. Data from the Ulitsky group indicates that both unspliced and spliced mRNAs require the TREX complex, although the later group of transcripts is more affected by TREX-depletion. Overall, it appears that TPR plays a significant role in mRNA export and less so for mRNA retention. Further work will need to be done to determine the exact role of TPR in these processes and how it interfaces with Nxf1 and TREX to promote RNA nuclear export.

## DATA AVAILABILITY

RNA Fraq-Seq data were deposited in GEO database as GSE135537. Data can be visualized using the following track hub: http://genome.ucsc.edu/cgi-bin/hgTracks?db=hg19&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr12%3A6645614%2D6646097&hgsid=750366017_JoxA2qgpq9SK9Lp7qBWY5LM5Tuu4.

## Supplementary Material

gkaa919_Supplemental_File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

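Poly(A)+ RNA of the total, nuclear and cytoplasmic fractions was sequenced from U2OS cells with a control shRNA or with the TPR-depleting shRNA TPR A or TPR D, in 3 cultures each, which gives 27 libraries in 9 groups. The FPKM values were made by the authors before deposition: Salmon assigned the reads to the protein-coding and lncRNA transcripts of Gencode, and Tximport summed them to genes, as stated in the methods of the paper. The versions of these tools are not stated. The deposited FPKM had also been scaled across libraries, since the median ratio of each library to the geometric mean of the 18807 genes above 0 everywhere is the same in all of them. Read counts were not used here, so the depth per library, and with it the precision of a single value, is unknown; the spread between cultures is the only measure of error. The FPKM of a library sum to between 746466 and 2063355.

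The values were scaled by median ratios (factor 1.01436 for every library), 0.5 was added, and log2 values were fitted with limma 3.58.1 in R 4.3.3 with 9 groups and eBayes with a trend. Genes with a mean FPKM over 1 were kept and 13 mitochondrially encoded genes were left out, since their share differs between the fractions, which left 14611 genes. Contrasts were the N/C change, the nuclear/total change, the cytoplasmic/total change and the total RNA change with each shRNA, and the difference of the N/C changes of both shRNAs. Adjusted p are Benjamini-Hochberg over the tested genes, with a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01 and adjusted over the lists with at least 5 tested members; camera with an estimated correlation and fry were run beside it. Exon numbers, lengths and 3'UTRs are medians over the transcripts of a gene in Gencode v44lift37 (GRCh37), and a single-exon gene has a median of exactly 1. Of the tested genes 410 have no gene model there and were left out of the relations with gene structure. Relations across genes were tested by permutation with 100000 resamples, differences between bins of genes by the Mann-Whitney-Wilcoxon test, and class values per culture by an exact two-sided permutation test of the 6 TPR-depleted against the 3 control cultures (84 splits, smallest p 0.0238). A culture is the set of libraries with the same shRNA and replicate number. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

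The 21 lists are replication-dependent histones, replication-independent histones, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, known single-exon genes outside the histone clusters, oxidative phosphorylation subunits, proteasome subunits, very long genes, zinc finger genes, nuclear basket and pore proteins, mRNA export factors, nuclear lncRNAs, cytoplasmic lncRNAs, G2/M genes, S phase genes, p53 targets, interferon-stimulated genes, the unfolded protein and integrated stress response, senescence-associated secreted factors, U2OS lineage markers and HEK293T markers. Symbols in the older histone nomenclature were matched to current ones. Genes are named by a rule: for each N/C change the 10 highest and 10 lowest called genes that were above 0 in all nuclear and cytoplasmic libraries, with all 3 TPR-depleted cultures on one side of all 3 controls, which named no gene as none was called; for each total RNA change the 5 highest and 5 lowest by the same rule on the total libraries; the 4 members of each list with the largest change, called ones first; and the genes the paper names. The lists, the alternatives and this rule were set before the data were examined, and so were the tests save those named at the end.

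Power was tested on simulated data in which 200 genes were moved up or down by a log2 change of 1 or 2. The correlation between both shRNAs was compared with 100 simulations of unchanged groups that share their controls. Medians of lists were compared with 10000 random lists matched on pre-mRNA length and mean FPKM. Alternatives were a pseudocount of 0.1 or 1, no filter on low values, FPKM as deposited, quantile normalization, the replicate number or culture as a term, leaving out each replicate and each library, the libraries of a comparison alone, array weights, features of the longest or of all transcripts, and each kind of ribosomal gene alone. The pairing by replicate number was read from the labels. Residuals of the same number correlated between control and TPR A total RNA (0.212 to 0.356) and between the nuclear and cytoplasmic libraries of an shRNA (0.237 to 0.562), and not throughout between control and TPR D total RNA (-0.003 to 0.245). Log2 nuclear/cytoplasmic ratios of the same number correlated between control and TPR D (0.101 to 0.349) and not throughout between control and TPR A (-0.061 to 0.266). The tests of cultures were therefore also run with permutation within replicate numbers, for all measures and without adjustment over them. That leaves 27 splits, with a smallest p of 0.037, or 0.111 without number 2. The test over 84 splits takes the 6 TPR-depleted cultures as independent. As TPR A and TPR D cultures share replicate numbers, its p can be too small. Scaling to the sum of non-mitochondrial FPKM, leaving out the libraries labelled control nuclear 2 and control total 2 and the permutation within replicate numbers were added after the values were seen. So were the tests of cultures for nuclear/total and cytoplasmic/total ratios, for all mRNAs and all lncRNAs and for the lists the paper does not name, the tests of cultures without control culture 2, and the comparisons with other splits and with matched lists. The labels of these libraries were not altered.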

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

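The tests of the labels and the test without replicate 1 were chosen after the results were seen.

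The library labelled control nuclear 2 holds 21.8% mitochondrially encoded RNA, far from the other nuclear libraries (at most 2.42%), and the library labelled control total 2 holds 0.738%, far from the other total libraries (at least 15.8%). Each stands apart from the other 8 of its fraction; chance marks about 1 in 20 such groups, and 3 groups were tested. If both carry each other's label, the log2 nuclear/total ratio of control culture 2 should run opposite to that of the other control cultures: its correlation with their mean was -0.736, against 0.712 between control cultures 1 and 3. Cytoplasmic material carried over into the nuclear library alone is argued against by the 0.738% in the library labelled control total 2. Control total 1 and the library labelled control nuclear 2 were also the closest pair of libraries (SD of the log2 ratio 0.3215). These values go with exchanged labels. If so, the main values count a total library as control nuclear and a nuclear library as control total. No fit with the labels exchanged was run. The design offers no biological explanation to test, and the laboratory's records would be needed to settle the labels.

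Replication-dependent histone mRNAs differed between the shRNAs: the median over the 22 genes of the N/C change with TPR A minus that with TPR D was -0.313 (adjusted p = 2.28e-05 from camera; adjusted p = 0.921 with an estimated correlation). Without replicate 1 the median difference was 0.084, so that it rested on replicate 1, where a TPR D culture apart from the others would give this. Over the more abundant of these genes it was -0.131, against -0.587 over the rest, which leaves noise near the detection floor open. A difference in the action of the shRNAs was not tested. Zinc finger genes also differed between the shRNAs, with a median of -0.06 (adjusted p = 0.0292 from camera; adjusted p = 0.921 with an estimated correlation).

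Over all libraries, several lists outside those the paper discusses passed camera with both shRNAs in the same direction. In total RNA the median change with TPR A and TPR D was -0.641 and -0.53 for G2/M genes, -0.38 and -0.45 for S phase genes, -0.42 and -0.324 for nuclear basket and pore genes, -0.309 and -0.347 for proteasome subunits and 0.319 and 0.241 for zinc finger genes. Without the libraries labelled control nuclear 2 and control total 2, each of these total RNA medians was smaller in size. That of proteasome subunits turned to 0.029 with TPR A, and without replicate 2 it turned to 0.044 with TPR D. The median N/C change was 0.594 and 0.491 for oxidative phosphorylation subunits, 0.407 and 0.278 for proteasome subunits and -0.177 and -0.176 for very long genes. Of these medians only that of zinc finger genes in total RNA with TPR A passed with an estimated correlation (adjusted p = 0.0425).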

How the results depend on the processing

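Scaling to the sum of non-mitochondrial FPKM, leaving out the libraries labelled control nuclear 2 and control total 2 and permutation of cultures within replicate numbers were chosen after the data were seen; all other settings were named beforehand. Over those settings, the values that answer the paper's comparisons stayed on the same side of their threshold or within their spread 925 times. A value that stayed in this sense can still change in size. They lost the threshold 25 times, gained it 10 times, moved 57 times and reversed 14 times. Among the other values, 2222 stayed, 199 lost and 57 gained the threshold, and 4 reversed. In all alternatives that were run, TPR mRNA stayed below control, the correlation of both shRNAs stayed between 0.6 and 0.811, that of pre-mRNA length with the N/C change between -0.505 and -0.368 (TPR A) and -0.463 and -0.259 (TPR D), and that of exon number between -0.354 and -0.151 and -0.394 and -0.261. Except where an explanation is given, the cause was not tested.

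The FPKM as deposited differ from the scaled ones by 1 factor, so that alternative says nothing about scaling. With a pseudocount of 1, 1 gene had an N/C change with TPR A. With no filter, 252 genes changed in total RNA with TPR D, 1 in nuclear/total and 1 in cytoplasmic/total with TPR A, and 1 differed between the shRNAs. Without the filter, the single-exon mRNA difference in nuclear/total was -0.019 (TPR A) and -0.024 (TPR D), and that of lncRNAs -0.021 and -0.054. The 5 to 6 kb difference with TPR A was 0.137, and the lncRNA differences by exon number and by length with TPR D were both 0.0. With quantile normalization, the exon density correlation was 0.0011 and -0.024, the single-exon mRNA nuclear/total difference with TPR A 0.102, and the ribosomal R squared with TPR D 0.14 for exons and 0.0097 for length. Values that kept their call also moved in size. With no filter, the median N/C change of single-exon mRNAs was 0.0086 and 0.017 and their difference from multi-exon mRNAs the same. The difference was -0.042 and -0.043 in cytoplasmic/total, 0.214 and 0.145 for mRNA length, and 9.6e-05 and 0.02 for lncRNA exon number and length with TPR A. It was -0.052 and -0.072 for single-exon lncRNAs in cytoplasmic/total. The histone median with TPR D was 0.679, and in total RNA it was 0.351 and 0.227. Quantile normalization gave 0.111 and 0.1 for the median N/C change of cytosolic ribosomal proteins, 0.259 with TPR A for mitochondrial ones, and a length R squared of 0.034 with TPR A. With the replicate number as a term, 394 genes changed in total RNA with TPR A and 567 with TPR D.

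With array weights, 1575 and 1013 genes changed in total RNA, 2 and 4 in N/C, 2 in nuclear/total with TPR A and 2 in cytoplasmic/total with TPR D. The correlation of total RNA and N/C changes was then 0.205 with TPR A, the single-exon nuclear/total difference -0.114 and -0.098 for mRNAs and -0.057 and -0.08 for lncRNAs, the ribosomal exon R squared with TPR D 0.128, and the total RNA median of cytoplasmic lncRNAs with TPR D -0.047. The estimation of array weights stopped before it reached its tolerance, so these values are uncertain. Fitting only the libraries of the comparison, which leaves fewer libraries to estimate the spread, gave 2 and 4 genes in total RNA, 1 in nuclear/total with TPR A and 1 in cytoplasmic/total with TPR D.

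Leaving out replicates 1 to 3 in turn gave 2 to 9 genes in total RNA with TPR A and 0 to 31 with TPR D, with fewer libraries in each group. The ranges (TPR A, then TPR D) were -0.385 to 0.034 and -0.26 to 0.103 for the correlation of total RNA and N/C changes, and -0.151 to 0.108 and -0.258 to 0.154 for the single-exon mRNA nuclear/total difference. They were -0.068 to 0.164 and -0.222 to 0.122 for the lncRNA one, and 0.036 to 0.258 and 0.0099 to 0.177 for the lncRNA N/C difference by exon number. With TPR D they were 0.022 to 0.168 for that by lncRNA length, 0.0083 to 0.062 for exon density, 0.128 to 0.141 for the ribosomal exon R squared and -2.631 to -2.154 for TPR mRNA. Without replicate 2 the total RNA median with TPR D was 0.205 for oxidative phosphorylation (lowest -0.544, without replicate 1) and 0.044 for the proteasome (lowest -0.601, without replicate 1). The difference in the N/C change of replication-dependent histones, TPR A minus TPR D, ran from -0.703 without replicate 2 to 0.084 without replicate 1. Leave-one-out of single libraries gave 62, 25, 15, 13, 53, 91 and 86 genes in total RNA with TPR A (without control total 1, control total 2, TPR A total 1, 2 and 3, TPR A nuclear 2 and TPR A cytoplasmic 1), and 45, 65 and 79 with TPR D (without control total 2, TPR D total 1 and TPR D total 3). The highest were 188 and 201, both without control nuclear 2. It gave 1 gene in N/C with TPR A without control cytoplasmic 3, 1 in nuclear/total with TPR A without control total 2, and 1 each in N/C and cytoplasmic/total with TPR D without control cytoplasmic 2.

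Without the libraries labelled control nuclear 2 and control total 2, 48 and 79 genes changed in total RNA and 1 in nuclear/total with TPR A. The correlation of total RNA and N/C changes was 0.13 and 0.171, exon density 0.0047 and -0.057, the single-exon nuclear/total difference -0.137 and -0.209 for mRNAs and -0.108 and -0.184 for lncRNAs. The 5 to 6 kb difference with TPR A was 0.121, the lncRNA length difference with TPR D -0.0052, the ribosomal exon R squared with TPR D 0.189, the N/C median of U2OS lineage markers with TPR D -0.185 and the total RNA median of proteasome subunits with TPR A 0.029. Scaling to non-mitochondrial FPKM gave 84 genes in total RNA with TPR D. It gave median N/C changes of 0.201 and 0.261 for cytosolic and 0.185 and 0.127 for mitochondrial ribosomal proteins and 0.116 and 0.071 for single-exon mRNAs. The median N/C change of all genes was then -0.212 and -0.189.

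Of 36 list results that passed with the preset correlation, 18 of them N/C changes, camera with an estimated correlation kept 1 and fry 4, and both kept 0 of the N/C changes. The medians do not change with the test. Their adjusted p with an estimated correlation and from fry, for TPR A, were 0.563 and 0.637 for histones (median 0.574), 0.629 and 0.637 for cytosolic (0.467) and for mitochondrial (0.45) ribosomal genes and 0.293 and 0.305 for single-exon mRNAs (0.331). For TPR D they were 0.0517 and 0.296 (1.045), 0.397 and 0.671 (0.479 and 0.342), and 0.0833 and 0.296 (0.272). For histones in total RNA an estimated correlation gave 0.175 (0.875) with TPR A, and with TPR D it gave 0.688 and fry 0.274 (0.403). With cytosolic ribosomal genes alone, the R squared of length was 0.0045 and 0.00047 and that of exons with TPR D 0.135; with mitochondrial ones alone, that of length with TPR A was 0.301 and that of exons with TPR D 0.242. Features of the longest transcript gave an exon R squared of 0.214 with TPR D, and those of all transcripts gave 0.126 and an exon density correlation of -0.00038. Read depth is unknown, so how far it limits the calls of weakly expressed genes cannot be stated.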

Differences from the paper's values

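Leaving out the libraries labelled control nuclear 2 and control total 2 and scaling to non-mitochondrial FPKM were chosen after the values were seen, and so was the log10 scale for the p below. The Spearman correlation of pre-mRNA length with the N/C change with TPR A was -0.489, and the paper's is about -0.25 in Fig. 4A, read by eye. None of the alternatives set before the data were examined closes the gap; the nearest is no filter on low values, at -0.368, and leaving out the libraries labelled control nuclear 2 and control total 2 gave -0.436. For 3'UTR length it was -0.371, and the paper's is about -0.20 in Fig. 4A, read by eye. None of them closes that gap either; the nearest is again no filter on low values, at -0.279, and leaving out the libraries labelled control nuclear 2 and control total 2 gave -0.272.

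In the order of the features, the paper's figure has mRNA length first and pre-mRNA length second, where here pre-mRNA length (-0.489) came before 3'UTR length (-0.371) and mRNA length (-0.316). The bars for mRNA length, exon number and exon density lie within the spread of the values here.

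The p of single-exon against multi-exon genes was compared on the log10 scale, where neither value differs by over 1.5 times: -27.1 for mRNAs, and about -25 in Fig. 4C, and -5.15 for lncRNAs, and about -6.4 in Fig. 4E. The p itself is lower for mRNAs (8.34e-28) and higher for lncRNAs (7.12e-06) than the one the figure prints, by over 1.5 times in each case. For mRNAs the alternatives lie on both sides of the figure's p, the nearest being a pseudocount of 1 (log10 of -25.3), with lower p from a pseudocount of 0.1 (-28.2) and higher p from features of all transcripts (-23.9). For lncRNAs features of the longest transcript come to the figure's p (log10 of -6.41).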

Other observations

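The tests of other splits, of recovery between cultures and of cultures within replicate numbers were chosen after the results were seen. So were those without 2 of the libraries and the comparison with matched lists.

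The fall of the N/C change with pre-mRNA length might come from the recovery of mature RNA by its own length, from expression level, or from the libraries whose labels are in doubt. With TPR A the tables argue against each of these as the whole cause: the Spearman correlation was -0.41 at a given mRNA length, -0.46 at a given mean FPKM and -0.436 without the libraries labelled control nuclear 2 and control total 2. With TPR D the correlation was -0.436 without adjustment and -0.407 at a given mean FPKM (spread between cultures 0.217). That argues against expression level as the whole cause over all libraries, though the margin set beforehand was not met. It was -0.333 at a given mRNA length (spread 0.203) and -0.259 without those libraries (spread 0.221). The latter leaves those libraries open, and with them mRNA length, whose own correlation was then -0.283. Recovery that differs between cultures also stays open, since the highest correlation in a TPR-depleted culture exceeded the lowest in a control culture by 0.048 (exact permutation p = 0.0714), although within replicate numbers each TPR-depleted culture lay below its control (exact p = 0.037). From these sequencing values alone, a dependence of export on pre-mRNA length is therefore a hypothesis for TPR A and undecided for TPR D. The reporter experiments of the paper are not weighed here.

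Could pre-mRNA length alone account for the raised N/C ratio of oxidative phosphorylation subunits? Their medians lay at the 100.0 percentile of 10000 lists matched on pre-mRNA length and mean FPKM with TPR A, whose median was 0.313, and at the 100.0 percentile with TPR D, whose median was 0.197. The matched lists were drawn at random, so their genes need not vary together between cultures as the members of a list may. The N/C change of the list did not pass camera with an estimated correlation. The percentiles therefore do not decide whether length and expression level are the whole cause.

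With 3 cultures against 3 there are 10 splits, too few for a share under 0.05. In total RNA the real split gave 142 genes with TPR A and 140 with TPR D, each as large in 1 of the 10 splits, and the highest other split gave 0. For the N/C, nuclear/total and cytoplasmic/total changes and the difference between the shRNAs the real split gave 0 in limma, so all 10 splits were as large; the highest other split gave 1 for N/C and for nuclear/total with TPR A and 0 for the others.

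Genes imaged one by one in the paper had no called N/C change, as had no other gene. In simulated data the test recovered 3% of genes moved by a log2 change of 1, so the lack of a call does not decide about them. By imaging, the paper found more NORAD and HIST1H1A (H1-1) RNA in the nucleus after TPR depletion, and GAPDH mostly cytoplasmic. Counts of single molecules and ratios of poly(A)-selected RNA are unlike measures. NORAD, a cytoplasmic lncRNA of 1 exon, was at -0.24 with TPR A and -0.06 with TPR D (standard error 0.475, adjusted p = 0.986 and 1.0 from limma). The linker histone gene H1-1 was at 1.07 and 1.70 (standard error 0.934), and the glycolytic gene GAPDH at 0.55 and 0.23 (standard error 0.516), with the same adjusted p. The values without the libraries labelled control nuclear 2 and control total 2 were 0.19 and -0.131 for GAPDH, -0.037 and 0.147 for NORAD and 0.962 and 1.593 for H1-1 (adjusted p = 1.0 each), so that the sign turned with TPR D for GAPDH and NORAD.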
